# Cyclo(His-Pro): A further step in the management of steatohepatitis

**DOI:** 10.1016/j.jhepr.2023.100815

**Published:** 2023-06-10

**Authors:** Alessia De Masi, Xiaoxu Li, Dohyun Lee, Jongsu Jeon, Qi Wang, Seoyeong Baek, Onyu Park, Adrienne Mottis, Keno Strotjohann, Alexis Rapin, Hoe-Yune Jung, Johan Auwerx

**Keywords:** Cyclo histidine-proline (Cyclo(His-Pro)), Non-alcoholic fatty liver disease, Non-alcoholic steatohepatitis, Liver, Transcriptomics, Prevention, Inflammation, Liver fibrosis, Therapeutics, Drug development

## Abstract

**Background & Aims:**

Non-alcoholic fatty liver disease (NAFLD) and steatohepatitis (NASH) have become the world's most common liver diseases, placing a growing strain on healthcare systems worldwide. Nonetheless, no effective pharmacological treatment has been approved. The naturally occurring compound cyclo histidine-proline (His-Pro) (CHP) is an interesting candidate for NAFLD management, given its safety profile and anti-inflammatory effects.

**Methods:**

Two different mouse models of liver disease were used to evaluate protective effects of CHP on disease progression towards fibrosis: a model of dietary NAFLD/NASH, achieved by thermoneutral housing (TN) in combination with feeding a western diet (WD), and liver fibrosis caused by repeated injections with carbon tetrachloride (CCl_4_).

**Results:**

Treatment with CHP limited overall lipid accumulation, lowered systemic inflammation, and prevented hyperglycaemia. Histopathology and liver transcriptomics highlighted reduced steatosis and demonstrated remarkable protection from the development of inflammation and fibrosis, features which herald the progression of NAFLD. We identified the extracellular signal-regulated kinase (ERK) pathway as an early mediator of the cellular response to CHP.

**Conclusions:**

CHP was active in both the preventive and therapeutic setting, reducing liver steatosis, fibrosis, and inflammation and improving several markers of liver disease.

**Impact and implications:**

Considering the incidence and the lack of approved treatments, it is urgent to identify new strategies that prevent and manage NAFLD. CHP was effective in attenuating NAFLD progression in two animal models of the disease. Overall, our work points to CHP as a novel and effective strategy for the management of NAFLD, fuelling optimism for potential clinical studies.

## Highlights

• CHP prevents NAFLD progression toward NASH.
• CHP reduces liver steatosis, fibrosis, inflammation and disease markers.
• Liver transcriptomics shows the molecular signature of CHP.
• CHP is effective against liver disease both in preventive and therapeutic settings.
• CHP inhibits ERK signalling and enhances mitochondrial function in the liver.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is the most common liver disease worldwide, currently affecting 25% of the adult population.[1], [2], [3] NAFLD development is closely intertwined with obesity, type 2 diabetes, impaired lipid metabolism, and insulin resistance, conditions whose incidence have also increased over the past decades.^4^^,^^5^ NAFLD refers to a broad spectrum of liver histological alterations, typified by hepatocellular steatosis, that ranges from isolated steatosis to non-alcoholic steatohepatitis (NASH).^6^ Statistically, 30% of patients with NAFLD will develop NASH, characterised by additional hepatocellular ballooning and inflammation.^7^^,^^8^ If left untreated, NAFLD can eventually progress to liver fibrosis, cirrhosis, and even hepatocellular carcinoma.^9^^,^^10^ Currently, there are no FDA-approved treatments, and the best therapeutic option available is based on lifestyle changes, which are often hindered by lack of compliance.^11^ It is therefore urgent to find safe and effective strategies to manage hepatic lipid accumulation, chronic inflammation, and fibrosis in patients with NAFLD.

Cyclo histidine-proline (His-Pro) (CHP) is an endogenous cyclic dipeptide derived from the thyrotropin-releasing hormone (TRH).^12^ Pyroglutamyl-peptidase degrades TRH and forms His-Pro dipeptides, which undergo spontaneous cyclisation at 37 °C.^13^^,^^14^ This cyclisation confers higher stability and protection against peptidases. This is required for its active transport in the intestine^15^ and through the blood–brain barrier,^16^^,^^17^ allowing CHP to be distributed systemically.^18^ CHP is present in several food sources^19^ and can be safely administered *per os.*^20^^,^^21^ CHP started to gain scientific interest as several studies outlined its cytoprotective role in neuronal models.[22], [23], [24], [25] CHP has also been evaluated as a drug candidate in the context of diabetes, as it helps to control blood glucose levels and insulin response.[26], [27], [28], [29] At the molecular level, CHP is known to trigger anti-oxidant^30^ and anti-inflammatory responses;^31^ however, the biological role of CHP, as well as its mechanism of action, have remained elusive.

In this study, we evaluated whether CHP administration could prevent inflammation and fibrosis in liver disease. Using a murine model of NAFLD, we demonstrated that CHP counteracts weight gain and body fat accumulation. Administration of CHP improved the overall liver phenotype, including reduced liver steatosis, fibrosis, and inflammation. The efficacy of the treatment was confirmed in a second liver injury model, which was induced by repeated low-dose carbon tetrachloride (CCl_4_) injections. In this model, widely used to study liver fibrosis, we provide a first indication that CHP not only has the potential to prevent liver disease, but it can also be used as a therapeutic treatment. Thus, our *in vivo* studies provide a rationale for both the preventive and the therapeutic effects of CHP in the context of NAFLD/NASH. Transcriptomic and molecular studies confirmed the robust anti-inflammatory effects of CHP, leading us to identify the extracellular signal-regulated kinase (ERK) cascade as a relevant signalling pathway involved in the response to CHP treatment and its impact on mitochondrial function.

## Materials and methods

### Animal studies

#### Diet-induced NAFLD

C57BL/6J male mice (Charles River) were transferred to thermoneutral housing (TN) cabinets (30–32 °C) at 6 weeks of age. At Week 7, the animals received the chow diet (CD) (Research Diet D16042904B) or the western diet (WD) (Research Diet D12079B). Treatment with CHP was started at Week 7, 20 mg/kg doses were administered 3 times a week *per os* (gavage) throughout the study. Water was used as a control treatment. Body weight was monitored weekly. Phenotyping started at Week 18 with a non-invasive monitoring of fat and lean mass using the Echo Medical Systems magnetic resonance imaging (MRI) device as previously described.^32^ Food intake, caloric consumption, and respiratory quotient were measured using Promethion cages (Sable Systems). At Week 20, mice were subjected to an overnight fast. Tail vein glucose levels were measured using the CONTOUR®NEXT glucometer (Ascensia Diabetes Care). Insulin levels were measured with the Ultra-Sensitive Mouse Insulin ELISA Kit (Crystal Chem). Homeostatic model assessment (HOMA)^33^ was used to calculate the insulin-resistance (IR) index as follows: HOMA-IR = [fasting blood glucose (mmol/L) × serum insulin (mIU/L)]/22.5. At Week 24, after a 3-h fast, mice were euthanised to collect tissues, of which the weight was measured. For biochemical analysis, tissues were collected and flash-frozen, and stored at −80 °C. In a follow-up study, mice were housed at TN, fed with either CD or WD and treated with CHP for 8 weeks. Faeces were collected at Week 7 of the study for a 24-h period and caloric content was quantified with a calorimeter bomb (IKA C5003, IKA-Werke GmbH & Co. KG, Staufen, Germany). To study the ERK response, 6-week-old C57BL/6J male mice were treated with 20 mg/kg of CHP *per os*. Water was used as a control treatment. Mice were euthanised to collect the liver at 4 or 24 h after treatment.

#### CCl_4_-induced liver fibrosis

Eight-week-old male C57BL/6 mice (Koatech Co. Ltd.) were housed at 23 °C with free to access to water and chow diet *ad libitum*. After a week of adaptation, the mice were divided into 3 groups: 0.2 ml/kg of CCl_4_ in olive oil (CCl_4_:olive oil = 1:19 vol:vol) was injected intraperitoneally (*i.p*.) on Days 1, 3, 6, 8, 10, and 13 for the 2-week study and on Days 1, 3, 6, 8, 10, 13, 15, 17, and 20 for the 3-week study; the control group received *i.p.* injection of an equal volume of olive oil. Distilled water (vehicle) or 35 mg/kg of CHP were administered daily by oral gavage, after the first (preventive study) or third (therapeutic study) CCl_4_ injection. Mice were euthanised 12 h after the last CCl_4_ injection, to collect plasma and tissues.

### RNA-seq

In the NAFLD study, RNA was extracted in Trizol (TriPure, Roche) from frozen liver, kidney, or gastrocnemius tissue, using the Direct-zol-96 RNA Kit (Zymo Research). Bulk RNA-seq of extracted RNA from each mouse was performed by the Beijing Genomics Institute with the BGISEQ-500 platform. In the CCl_4_ study, RNA was extracted with NucleoZOL reagent (Macherey-Nagel) and paired-end sequencing was performed by Macrogen Incorporated with Illumina NovaSeq. Clean reads were obtained by removing adapter sequences or low-quality sequences (RIN <8) based on SOAPnuke software.^34^ RNA-seq data and related analyses were performed using the R version 3.5.2.^35^ All samples passed the quality check by FastQC.[36], [37] Sequences were aligned against the mouse genome, using STAR (version 2.7.3a).^38^ Two comparisons (WD *vs.* CD, WD + CHP *vs.* WD for the NAFLD study; CCl_4_ *vs.* control [CTRL], CCl_4_ + CHP *vs.* CCl_4_ for the CCl_4_-induced model) were analysed by differential expression analysis (DEA) using the limma R package (version 3.38.3).^39^^,^^40^ Further detailed information for the RNA-seq analysis can be found in the Supplementary methods.

### Cell experiments

AML-12 cell line was obtained from ATCC and grown at 37 °C in a humidified atmosphere of 5% CO_2_ and 95% air in DMEM/F12 supplemented with FBS 10% (Gibco), 0.005 mg/ml insulin, 0.005 mg/ml transferrin, 5 ng/ml selenium, and 40 ng/ml dexamethasone. Cells were treated with CHP 100 nM for 4 or 24 h, then samples were recovered for protein extraction.

### Statistics

GraphPad Prism v9.5.1 was used for all statistical analyses. Differences between groups were assessed using the unpaired *t*-test, one-way or two-way analysis of variance (ANOVA), followed by the Dunnett multiple comparison test, as specified in the figure legends. All *p* values < 0.05 were considered significant.

### Study approval

The WD/TN study and the follow-up experiments were conducted following Swiss ethical guidelines and were authorised by the animal experimentation committee of the Canton de Vaud (VD3313). The CCl_4_-induced liver disease study was approved by the Ethics Review Committee of the Pohang Advanced Bio Convergence Center, Pohang, Republic of Korea (ABCC2022102).

## Results

### CHP counteracted diet-induced metabolic syndrome

NAFLD was induced in 24-week-old male C57BL/6J mice by housing animals at TN (30°C–32 °C) and feeding with a WD, enriched in fat (21%) and sucrose (35%) (Fig. 1A). This combination of challenges enhances liver fat accumulation and reproduces most of the key pathological features of NAFLD.^41^^,^^42^ Mice fed with a matched control CD were used as an additional control group. CHP administration (20 mg/kg) slightly limited the weight gain caused by WD feeding (Fig. 1B and C) despite equal food intake and caloric consumption in the 2 groups (Fig. S1A, B). Notably, this was attributed to CHP effects on nutrient absorption (Fig. S1C). The reduced weight gain was reflected in a lower body fat mass, with an average reduction of 8% in fat mass after CHP administration, as quantified by MRI using the EchoMRI™ device (Fig. 1D). CHP attenuated the increase in plasma low-density lipoprotein (LDL)-cholesterol levels induced by the WD (Fig. 1E). Plasma alanine transaminase (ALT) was evaluated as a marker of liver dysfunction. Mice receiving WD had higher ALT levels, a phenomenon that was not observed in CHP-treated animals (Fig. 1F). WD increased C-reactive peptide (CRP) levels, suggesting a higher general inflammatory state elicited by the diet, inflammation that was attenuated by exposure to CHP (Fig. 1G). Insulin resistance plays a major role in NAFLD progression.^43^^,^^44^ Compared with CD feeding, WD-fed mice displayed hyperglycaemia, an effect that was remarkably blunted in CHP-treated animals that maintained glycaemia levels closer to physiological ranges (Fig. 1H). The homeostatic model assessment (HOMA)-insulin resistance (IR) index was calculated from fasting glucose and insulin levels (Fig. 1I), supporting the remarkable prevention of insulin resistance by CHP administration. In this diet-induced NAFLD model, CHP was able to counteract the harmful effects of WD, preventing the onset of metabolic syndrome.

**Fig. 1:**
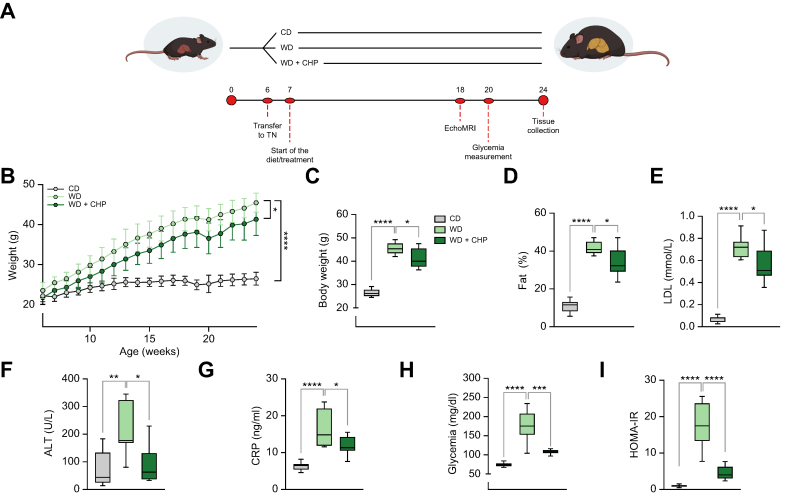
CHP prevents weight gain and fat accumulation and improves plasma biomarkers in the NAFLD mouse model. (A) Our NAFLD model was established through a combination of WD and thermoneutrality housing. Mice were housed in a thermoneutrality cabinet from 6 weeks of age. A specific diet (CD/WD) was introduced at Week 7. Treatment with CHP (20 mg/kg) was started at Week 7 and was given by gavage 3 times per week, for the whole duration of the study. Evaluation of fat mass by EchoMRI™ was performed at Week 18. Fasting glycaemia was measured at Week 20. Mice were euthanised at Week 24, after a 3-h fast. (B) Body weight increase over time. Weight was recorded once a week. (C) Body weight at Week 24. (D) Body fat percentage measured at Week 18 by MRI. (E–G) LDL-cholesterol (E), ALT (F), and CRP (G) levels in plasma. Blood was collected at the end of the experiment. (H) Glycaemia as measured after an overnight (14 h) fast. (I) HOMA-IR index for each group, calculated following the homeostatic model assessment (n = 6–8). Results represent the mean ± standard deviation (B) and the whiskers in boxplots represent the minimum to maximum range (C–I). Two-way ANOVA (B) and one-way ANOVA (C–I), followed by Dunnett’s multiple comparison test *vs.* WD group, were used for statistical analysis. ∗*p* <0.05; ∗∗*p <*0.01; ∗∗∗*p <*0.001; ∗∗∗∗*p <*0.0001. ALT, alanine transaminase; ANOVA, analysis of variance; CD, chow diet; CHP, cyclo(His-Pro); CRP, C-reactive peptide; HOMA-IR, homeostatic model assessment-insulin resistance; LDL, low-density lipoprotein; MRI, magnetic resonance imaging; NAFLD, non-alcoholic fatty liver disease; TN, thermoneutral housing; WD, western diet.

### CHP prevented NAFLD progression, reducing hepatic steatosis, fibrosis, and inflammation

The size and colour of the livers in the WD group indicated extensive fat accumulation (Fig. 2A). In contrast, mice treated with CHP had smaller and darker livers, reflecting reduced steatosis (Fig. 2A, B). In blinded histopathological evaluation of tissue sections, CHP reduced the NAFLD activity score (NAS) (Fig. 2C, D). Haematoxylin and eosin (H&E), and Oil Red O (ORO) staining revealed the extensive macro- and micro-vesicular steatosis caused by WD feeding (Fig. 2E). Inflammation and fibrosis, important factors in the progression of NAFLD-NASH, were induced by long-term challenge with WD and TN, as indicated respectively, by increased CD45^+^ immune cell infiltration (Fig. 2F), and spread of fibrotic strands (Fig. 2G, Fig. S2). CHP administration attenuated hepatic steatosis while reducing fibrosis and inflammation (Fig. 2E–G). Protection from steatosis by CHP administration was further confirmed by assessing liver triglycerides (TG) and cholesterol (CHOL) levels (Fig. 2H, I). Taken together, our findings show that CHP hampered NAFLD progression in our model of WD/TN-challenged mice.

**Fig. 2:**
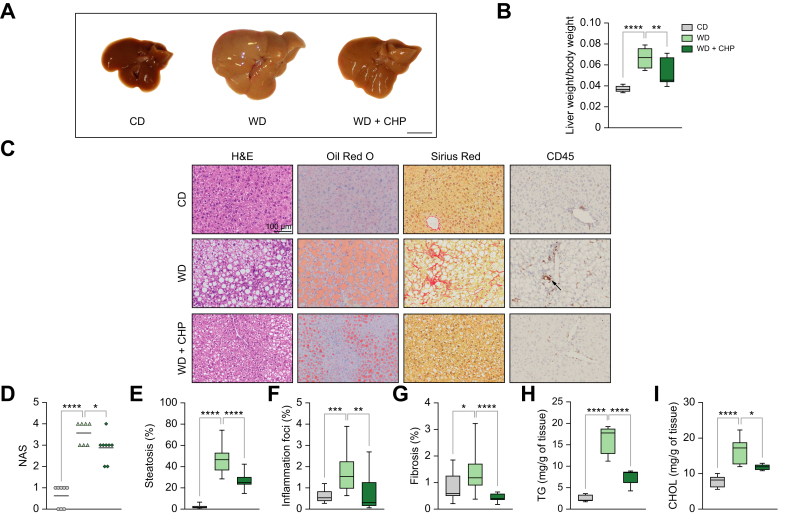
Liver steatosis, fibrosis and inflammation are prevented by CHP treatment. (A) Comparison of gross liver morphology in representative mice fed with CD/WD or WD supplemented with CHP. Scale bar = 1 cm. (B) Liver weight normalised on body weight, recorded at the end of the experiment (n = 7–8). (C) Representative images of liver sections stained with H&E, ORO, SR, and immunostained with CD45. (D) NAS scoring system, evaluating steatosis, lobular inflammation, and ballooning (n = 7). (E–G) Quantification of ORO (E), CD45^+^ (F), and SR (G) staining in histological images (n = 16). (H, I) Liver TG (H) and CHOL (I) content normalised by tissue weight (n = 5–6). Individual points are plotted and bar represents mean (D); whiskers in boxplots represent the minimum to maximum range (B, E–I). One-way ANOVA, followed by Dunnett’s multiple comparison test *vs.* WD group was used for statistical analysis (B, D–I). ∗*p <*0.05; ∗∗*p <*0.01; ∗∗∗*p <*0.001; ∗∗∗∗*p <*0.0001. ANOVA, analysis of variance; CD/WD, chow diet/western diet; CHOL, cholesterol; CHP, Cyclo(His-Pro); H&E, haematoxylin and eosin; NAFLD, non-alcoholic fatty liver disease; NAS, NAFLD activity score; ORO, Oil Red O; SR, Sirius Red; TG, triglycerides.

### Liver transcriptome analysis revealed the deleterious effects of WD on gene expression and their reversal by CHP

Five livers from each treatment condition were randomly selected for RNA sequencing. In the principal component analysis (PCA), these samples were clustered according to diet and treatment (Fig. 3A). Gene expression was analysed to delineate the molecular signature of WD and CHP treatment, highlighting significantly up- and downregulated genes, particularly genes showing an opposite response upon exposure to WD and CHP treatment (Fig. S3A, B). The increased expression of transcripts involved in collagen synthesis (*e.g. Col1a1*, *Col3a1*, *Tipm1*) and lipid metabolism (*e.g. Fabp4*, *Cidea*) was reversed upon CHP treatment (Fig. 3B). CHP had a major influence on the transcriptome with 338 and 699 transcripts that were respectively significantly up- and downregulated compared to the WD condition (Fig. S3C). Gene set-enrichment analysis (GSEA) confirmed that lipid metabolism-related gene sets were upregulated upon the WD/TN challenge, as well as gene sets involved in inflammation (*e.g.* cytokine production and the nuclear factor kappa B [NF-κB] axis) and fibrosis (*e.g.* the extracellular matrix, hepatic stellate cells [HSC] activation, and collagen production) (Fig. 3C, Fig. S3D). According to histological observations, CHP downregulated the expression of many key genes involved in inflammation and fibrosis (Fig. S3D, E). Oxidative stress, apoptosis, and stress responses followed the same trend (Fig. 3C, Fig. S3D). A cell type enrichment analysis for 29 cell types showed that pro-fibrotic cells (including HSCs, stromal cells, and cholangiocytes) and immune cells (macrophages, B cells, and T cells) were enriched by WD and reduced by treatment with CHP (Fig. 3D). A single-cell deconvolution analysis, which quantified the proportion of different cell populations in the liver bulk RNA-seq data, highlighted the reduced infiltration of immune cells in liver tissue after CHP treatment (Fig. 3E, F). CHP did not appear to attenuate the macroscopic effect induced by the WD on the weight of extrahepatic organs (Fig. S4A). 

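Kidney and gastrocnemius RNA-seq libraries came from 3 groups of male C57BL/6J mice of the NAFLD study, fed the CD, the WD or the WD with CHP, a cyclic dipeptide of histidine and proline. Each group had 5 libraries per tissue, 30 in all. The mice were housed at thermoneutrality (30 to 32 °C). CHP was given by gavage at 20 mg/kg, 3 times per week, from Week 7 until euthanasia at Week 24 after a fast of 3 h, and the CD and WD groups received water. Whether a kidney and a muscle came from the same mouse is not stated, so each tissue was analysed on its own. The paper's methods name frozen kidney or gastrocnemius tissue and the Direct-zol kit. The sample labels describe frozen liver as the starting material of all 30 libraries, and a NucleoSpin kit for gastrocnemius. Of 15 marker genes of the proximal tubule, 15 passed the filter on low counts in the kidney libraries and 2 in gastrocnemius, and of 12 markers of fast muscle fibres 4 and 12 passed, respectively.
The authors enriched the RNA for polyA, sequenced it on the BGISEQ platform, cleaned the reads with SOAPnuke, checked them with FastQC and aligned them to the mouse genome with STAR. They deposited the number of reads counted on each gene, without normalisation. The paper's text does not name the genome build, annotation, counting tool or strand setting, so overlapping genes and genes with a near-identical copy are uncertain. The Ensembl identifiers of 54809 kidney genes and 55227 gastrocnemius genes were found in GENCODE M21 (GRCm38), from which coordinates were taken.
Between 37189192 and 38211422 reads were counted on genes per kidney library, with medians of 38013501 in CD, 37753278 in WD and 37501503 in WD + CHP. The gastrocnemius libraries held 50319024 to 53282969 counts, with medians of 52494895, 52399188 and 52108533 in the same order. The filter of edgeR (minimum count 10, by group) kept 17120 kidney genes with 99.93% of the counts and 15419 gastrocnemius genes with 99.95%. Counts were scaled by TMM, and the 3 groups of a tissue were fitted in 1 quasi-likelihood model with Benjamini-Hochberg adjustment. Libraries of the same group differed by a chi-square of 10.2 to 85.4 per gene, so no library was a copy of another in its group. The common biological coefficient of variation was 9.62% in kidney and 11.6% in gastrocnemius. In simulated counts with these means and library sizes, the model called 89% of 100 kidney genes and 84% of 100 gastrocnemius genes that were changed by 0.5 on the log2 scale. The changed genes had a mean of at least 1 CPM. The simulated spread followed the trend with expression, without excess spread in single genes or genes that vary together. These shares may thus overstate the power for real genes.
In the PCA of the 500 most variable genes, 28.6% of the variance lay between the 3 kidney groups (permutation test, p = 0.00029) and 33.3% between the 3 gastrocnemius groups (permutation test, p = 2.0e-05). WD + CHP and WD alone were not separated in kidney (exact permutation test, p = 0.302) and were separated in gastrocnemius (exact permutation test, p = 0.00794, the smallest that 5 libraries against 5 allow). With all genes that passed the filter in place of 500, the exact permutation p for kidney was 0.0397. On the second kidney component, with 20.2% of the variance, WD replicate 5 lay at 28.8, against -8.28 to -2.56 in the other WD kidneys. That library was high in hepatocyte transcripts (*Alb* at 435 CPM), and the permutation test was not repeated without it. The kidney p of 0.302 thus does not show that CHP had no effect.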

To verify the effects of CHP on extrahepatic organs, the kidneys and gastrocnemius muscles were randomly selected for RNA sequencing, as previously described for liver tissue samples. Approximately 20–55% of patients with NAFLD develop chronic kidney disease.^45^ An indication for kidney injury—indicated here by the urine albumin-to-creatinine ratio (ACR)—was observed in mice receiving WD and improved following CHP treatment (Fig. S4B). Furthermore, studies have also shown that NAFLD/NASH can also impact on muscle tissue.^46^^,^^47^ The effect of CHP in the transcriptome of kidney and muscle aligned with its gene profile in the liver, with both inflammation and fibrosis decreasing upon treatment (Fig. S4C), pointing in the direction of a conserved mechanism of action across tissues.

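In kidney, 18 of the 17120 genes tested had an adjusted p under 0.05 in WD + CHP vs. WD (edgeR's two-sided quasi-likelihood F test), with 17 upregulated, 1 downregulated and a median absolute log2 fold change of 0.32. In gastrocnemius, 63 of 15419 genes did, with 10 upregulated, 53 downregulated and a median of 0.89. At an unadjusted p under 0.05 there were 1958 and 1929 genes, respectively. WD vs. CD changed 1652 genes in kidney (791 upregulated, 861 downregulated) and 1330 in gastrocnemius (720 and 610). DESeq2 moved the CHP counts most, to 194 in kidney (169 upregulated, 25 downregulated) and 270 in gastrocnemius (122 and 148), whereas limma-voom, from the package the paper names, gave 25 and 67. When only the WD and WD + CHP kidney libraries were fitted, 0 genes passed and 1991 had an unadjusted p under 0.05. The kidney count was also 0 without WD replicate 1, 4 or 5 or WD + CHP replicate 3 or 4 (1589 to 1778 genes at an unadjusted p under 0.05), 7 without WD + CHP replicate 2, 45 without WD + CHP replicate 1, 47 without WD + CHP replicate 5 and 97 without WD replicate 2. In gastrocnemius it was 12 without WD + CHP replicate 5, 18 without WD replicate 1, 26 without WD replicate 2 or WD + CHP replicate 3, 27 without WD + CHP replicate 1 and 43 to 92 in the other fits. With libraries scaled by total count alone, the CHP split in gastrocnemius was 0 upregulated and 54 downregulated, and the WD split 1506 and 346.
Among the genes with an adjusted p under 0.05 and no overlap between the WD + CHP and WD libraries, the largest rises in kidney were those of *Lcor* (log2 fold change 1.32, standard error 0.24, adjusted p = 0.0442), *Usf3* (0.42, 0.066, 0.0246) and *Dgkh* (0.38, 0.069, 0.0442), and the 1 fall was that of *Actb* (-0.26, 0.048, 0.0442). After a correction for transcript length and GC content their adjusted p was 0.104, 0.0620, 0.224 and 0.120, and 0 kidney genes passed, with 1782 at an unadjusted p under 0.05. In gastrocnemius the largest falls were those of *Lep* (-1.89, standard error 0.37, adjusted p = 0.0326), *Hp* (-1.42, 0.30, 0.0452) and *Cidec* (-1.31, 0.18, 0.00469), and the largest rises those of *Phlda3* (0.43, 0.089, 0.0452), *Endog* (0.40, 0.079, 0.0334) and *Them6* (0.33, 0.058, 0.0161). With 1 library left out at a time, *Cidec* stayed under 0.05 in 10 of 10 fits, *Lep* in 4, *Hp* in 3, *Phlda3* in 1, *Endog* in 4, *Them6* in 7, *Lcor* and *Actb* in 3, *Dgkh* in 4 and *Usf3* in 5.
The gene sets of Fig. S4C were not used here. Inflammation and fibrosis were measured with lists of 56 and 57 genes written from general knowledge, such as *Tnf*, *Ccl2* and *Cd68*, or *Col1a1*, *Lox* and *Tgfb1*. Of the inflammation genes tested, 36 of 48 were lower in kidney under WD + CHP than under WD, with a mean log2 fold change of -0.074 (camera with a preset correlation of 0.01, two-sided, adjusted p = 0.0200 over 24 list tests). Of the fibrosis genes, 45 of 56 were lower, with a mean of -0.14 (camera, adjusted p = 1.95e-05). In gastrocnemius 31 of 41 inflammation genes were lower (mean -0.15, camera adjusted p = 0.0119), and 46 of 57 fibrosis genes (mean -0.21, camera adjusted p = 8.49e-05). Fry and camera with an estimated correlation both allow for genes that vary together. Under neither did any of these list differences under CHP have an adjusted p under 0.05. The smallest value was 0.218 in fry and 0.633 with the estimated correlation, which called no list in any comparison. Preranked GSEA (fgsea), the kind of test the paper used, gave adjusted p = 0.00544 and 5.49e-07 in kidney and 0.0207 and 2.52e-06 in gastrocnemius for inflammation and fibrosis. Both fibrosis differences passed in 10 of 10 fits that each left out 1 library. The kidney inflammation difference passed in 6 of 10, and without WD + CHP replicate 5 it was -0.021 (camera, adjusted p = 0.652). In gastrocnemius it passed in 8 of 10, and without WD + CHP replicate 4 it was -0.076 (camera, adjusted p = 0.104). With libraries scaled by total count alone, the inflammation differences no longer passed (camera, adjusted p = 0.0905 in kidney and 0.0953 in gastrocnemius). A score of adipocyte marker genes was tried as a covariate, an alternative added after the data were seen. With it, the gastrocnemius means changed direction, to 0.23 for inflammation (camera, adjusted p = 0.0256) and 0.0049 for fibrosis (0.549). The kidney inflammation mean was -0.064 (0.0884). In gastrocnemius 80.4% of the score's variance lies between the groups, so the covariate removes group differences by construction. The turned means therefore decide nothing about CHP there.
As single genes, 0 of the inflammation genes passed in either tissue under CHP, over all genes or adjusted over the list alone, with 5 at an unadjusted p under 0.05 in each tissue. In kidney 0 fibrosis genes passed either way, with 9 at an unadjusted p under 0.05. In gastrocnemius 1 fibrosis gene, *Lox*, passed over all genes (log2 fold change -0.88, standard error 0.16, edgeR adjusted p = 0.0250), and 5 passed adjusted over the list alone, namely *Lox*, *Thbs2*, *Tnc*, *Thbs1* and *Bgn*, which are named here after their values were seen. *Col1a1* (ENSMUSG00000001506; GRCm38 chromosome 11, 94936224 to 94953042), which encodes a chain of type I collagen, was at 16.2 ± 4.26 CPM (SD, n = 5) in kidney under WD + CHP and 17.9 ± 2.85 under WD (log2 fold change -0.14, standard error 0.16, edgeR adjusted p = 0.784), after a rise from 10.8 ± 1.79 in CD (log2 fold change 0.73, standard error 0.16, edgeR adjusted p = 0.00990). In gastrocnemius it was at 114 ± 20.7 and 141 ± 54.5 CPM (-0.31, standard error 0.26, edgeR adjusted p = 0.674). *Col3a1* (ENSMUSG00000026043; chromosome 1, 45311538 to 45349706), for type III collagen, differed by -0.13 in kidney (standard error 0.14, edgeR adjusted p = 0.774) and by 0.21 in gastrocnemius (standard error 0.20, edgeR adjusted p = 0.708). *Timp1* (ENSMUSG00000001131; chromosome X, 20870166 to 20874735), an inhibitor of matrix proteases, had 8 to 18 counts per kidney library and 4 to 26 per gastrocnemius library, and differed by 0.30 (standard error 0.24, edgeR adjusted p = 0.682) and -0.88 (standard error 0.31, edgeR adjusted p = 0.243).
Each library was also given a list score, the mean of its log2 CPM over the list after centring each gene. The kidney fibrosis score was -0.02 ± 0.12 (SD, n = 5) under WD + CHP and 0.13 ± 0.05 under WD, with 4 of 5 WD + CHP libraries below all WD libraries (exact permutation test, two-sided, p = 0.0397, adjusted p = 0.190 over 24 tests). The other 3 differences were smaller than the spread between libraries allowed to separate. They were -0.09 for kidney inflammation (exact permutation p = 0.317), -0.17 for gastrocnemius inflammation (exact permutation p = 0.0952) and -0.20 for gastrocnemius fibrosis (exact permutation p = 0.119). WD vs. CD raised the inflammation and fibrosis means in kidney by 0.22 and 0.24 (camera adjusted p = 0.00406 and 1.41e-07). In gastrocnemius the rises were 0.16 and 0.089 (camera adjusted p = 0.0755 and 0.107). Both passed in 4 of 10 fits that left out 1 library, those without CD replicate 1 or 2 or WD replicate 4 or 5 (camera adjusted p = 0.0163 to 0.0347 and 0.0102 to 0.0264), with fibrosis at 0.023 without CD replicate 5 and 0.14 without WD replicate 4. The CHP effects on the score did not differ detectably between the tissues (exact permutation test, adjusted p = 0.847 for both lists). Among 16 Reactome sets, extracellular matrix organization was lower under CHP in kidney (mean -0.10, 150 of 210 genes, camera adjusted p = 0.00273 over 64 tests) and gastrocnemius (-0.18, 143 of 206, 0.00125), and so was interferon signalling (-0.093 and -0.075, camera adjusted p = 0.00863 and 0.00714). Chemokine receptors passed in kidney alone (-0.18, camera adjusted p = 0.0198; 0.974 in gastrocnemius) and cytokine signalling in gastrocnemius alone (-0.059, camera adjusted p = 0.0198; 0.0810 in kidney). Signalling by interleukins (camera adjusted p = 0.672 and 0.346), the innate immune system (0.682 and 0.0720), collagen formation (0.210 and 0.336) and the TGF-beta receptor complex (0.682 and 0.888) passed in neither. Under fry none of these sets passed in kidney, and in gastrocnemius the interferon set (adjusted p = 0.0447), cytokine signalling (0.0384) and the innate immune system (0.0200) did.

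**Figure D1:**
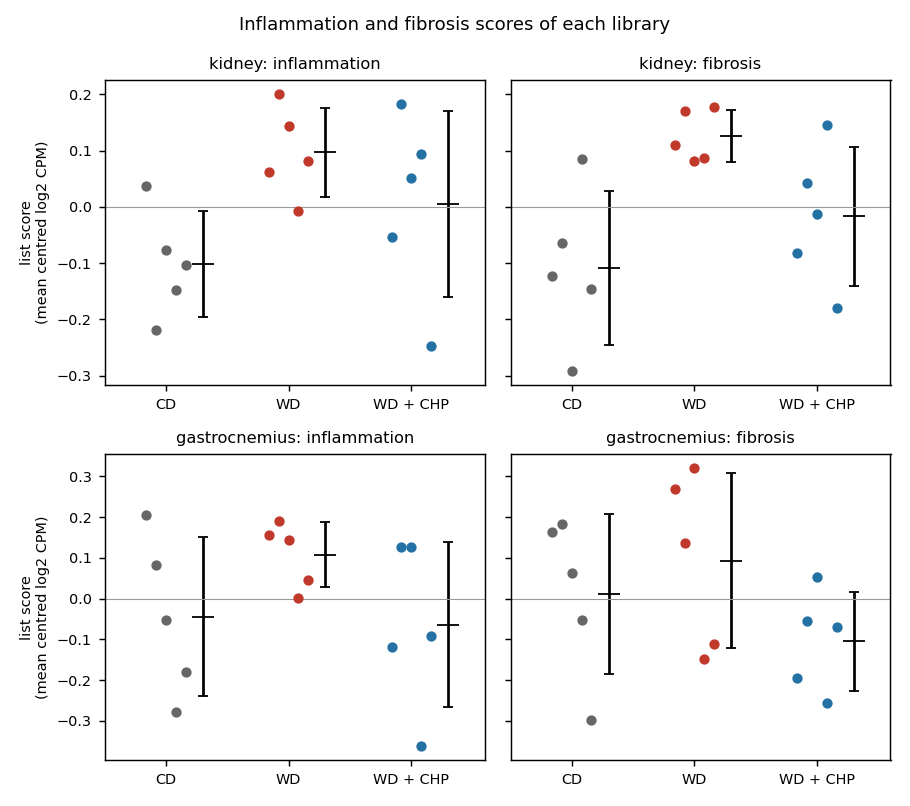
List scores for inflammation and fibrosis (y axis, mean centred log2 CPM over the list) in kidney and gastrocnemius libraries of CD, WD and WD + CHP mice; each point is 1 of 5 libraries per group, and bars give the mean ± SD. The kidney fibrosis score falls from 0.13 under WD to -0.02 under WD + CHP, and WD + CHP overlaps WD in every panel.

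The paper sets these kidney and muscle profiles beside the liver profile, where CHP lowered inflammation and fibrosis genes, and finds both decreasing in the extrahepatic tissues as well (Fig. S4C). From this alignment across tissues, the paper proposes a conserved mechanism of action.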

**Fig. 3:**
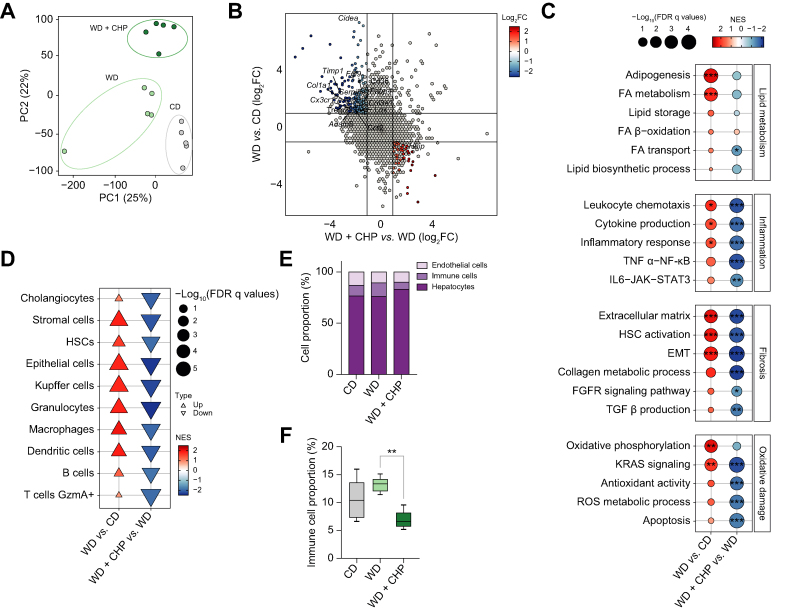
Transcriptomic signature of CHP in liver. (A) PCA plot of the RNA-seq profiles of the 3 groups. (B) Scatter plot shows the effects of WD compared to CD and the therapeutic effects of CHP on gene expression. The significant genes that show a reversal of the effect of WD compared with CHP treatment are highlighted in blue (upregulated upon WD) and red (upregulated upon treatment). Representative genes are annotated. (C) GSEA of disease (WD) and treatment (CHP) effects on gene expression. Gene sets are grouped into 4 categories: lipid metabolism, inflammation, fibrosis, and oxidative damage. ∗*Q <*0.05; ∗∗*Q <*0.01; ∗∗∗*Q <*0.001. (D) Cell type enrichment analysis of disease (WD) and treatment (CHP) effects on gene expression. (E) Single cell deconvolution results obtained from integrating the FACS scRNA data available under the GSE109774 accession and our bulk RNA-seq dataset, showing the relative depletion of immune cells upon CHP treatment. (F) Single-cell deconvolution estimated grouped cell proportions of immune cells in different conditions. Whiskers in boxplots represent the minimum to maximum range. One-way ANOVA, followed by Dunnett’s multiple comparison test *vs.* WD group was used for statistical analysis. ∗∗*p <*0.01. ANOVA, analysis of variance; CD, chow diet; CHP; cyclo(His-Pro); EMT, epithelial–mesenchymal transition; FA, fatty acids; FC, fold change; FDR, false discovery rate; FGFR, fibroblast growth factor receptor; GSEA, gene set enrichment analysis; HSC, hepatic stellate cells; NES, normalized enrichment score; NF-κB, nuclear factor kappa B; PCA, principal component analysis; ROS, reactive oxygen species; TGF-β, transforming growth factor beta; TNF-α, tumour necrosis factor alpha; WD, western diet.

### CHP alleviates CCl_4_-induced liver damage in mice

As a second model of early liver fibrosis, C57BL/6 mice received repeated low-dose (0.2 ml/kg) CCl_4_ injections over 2 weeks, together with daily CHP treatment (35 mg/kg by oral gavage) (Fig. 4A). CCl_4_ injection led to a significant increase in plasma ALT levels that was decreased by CHP treatment, suggesting prevention of liver damage (Fig. 4B). The observed reduction in plasma interleukin 6 (IL-6) and tumour necrosis factor alpha (TNF-α) levels confirmed the anti-inflammatory activity of CHP treatment (Fig. 4C, D). Analysis of liver gene expression showed how CHP downregulated apoptosis, oxidative stress, and fibrosis pathways (Fig. 4E). Hepatic H&E histological sections revealed the extensive cellular hypertrophy caused by CCl_4_ (Fig. 4F). Sirius Red (SR) staining uncovered early signs of fibrosis induced by chronic CCl_4_ injections (Fig. 4F). Treatment with CHP ameliorated the phenotype by reducing the presence of hypertrophic cells.

**Fig. 4:**
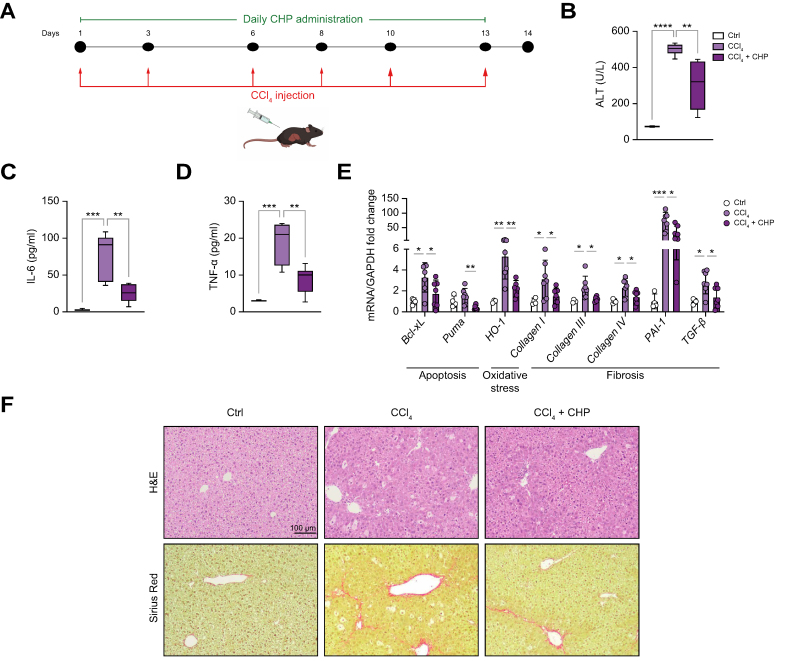
CHP prevents liver injury caused by 2 weeks of CCl_4_ injections. (A) Animal study flow. Mice received 6 injections of CCl_4_ over 13 days and were treated with CHP daily. Liver and plasma samples were collected at Day 14. (B–D) ALT (B), IL-6 (C), and TNF-α (D) plasma levels. Whiskers in boxplots represent the minimum to maximum range. (E) Liver expression of genes involved in apoptosis, oxidative stress, and inflammation. Error bars in bar plots represent the standard deviations. (F) Representative images of liver sections stained with H&E or SR. (n = 4 for CTRL, n = 6–7 for treatments). One-way ANOVA, followed by Dunnett’s multiple comparison test *vs.* CCl_4_ group was used for statistical analysis (B–E). ∗*p <*0.05; ∗∗*p <*0.01; ∗∗∗*p <*0.001; ∗∗∗∗*p <*0.0001. ALT, alanine transaminase; ANOVA, analysis of variance; Bcl-xL, B-cell lymphoma-extra large; CCl_4_, carbon tetrachloride; CHP, cyclo(His-Pro); CTRL, control; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; H&E, haematoxylin and eosin; HO-1, heme oxygenase-1; IL-6, interleukin 6; PAI-1, plasminogen activator inhibitor 1; SR, Sirius Red; TGF-β, transforming growth factor beta; TNF-α, tumour necrosis factor alpha.

The protective effect of CHP against advanced CCl_4_-induced liver fibrosis was also evaluated in mice that underwent a longer protocol of CCl_4_ injections (Fig. S5A). Liver enzymes (ALT and aspartate transaminase [AST] levels) suggested reduced liver damage after CHP administration (Fig. S5B, C). This was further confirmed by histological analysis, which indicated that cellular hypertrophy and fibrosis, induced by prolonged CCl_4_ administration, were dampened by CHP (Fig. S5D).

Liver samples from the 2-week protocol (Fig. 4A) were further analysed by RNA sequencing to characterise the transcriptional effect of CHP. In the PCA, the samples were separated according to the experimental group (Fig. 5A). GSEA revealed that CCl_4_ strongly upregulated pathways involved in lipid metabolism and inflammation (Fig. 5B). According to the histological findings, profibrotic processes (*e.g.* HSC activation, epithelial–mesenchymal transition (EMT), extracellular matrix deposition) were upregulated by CCl_4_. Transcriptional evidence of CCl_4_ toxicity included the upregulation of apoptosis and reactive oxygen species (ROS)-mediated stress response genes (Fig. 5B). CHP potently attenuated pathways associated with inflammation and fibrosis, as well as apoptosis and oxidative damage, in this model of liver injury. Cell-type enrichment analysis confirmed a decrease in immune cells (*e.g.* B and T cells, macrophages, granulocytes, Kuppfer cells) and pro-fibrotic cells (*e.g.* HSCs, cholangiocytes) upon CHP treatment (Fig. 5C).

**Fig. 5:**
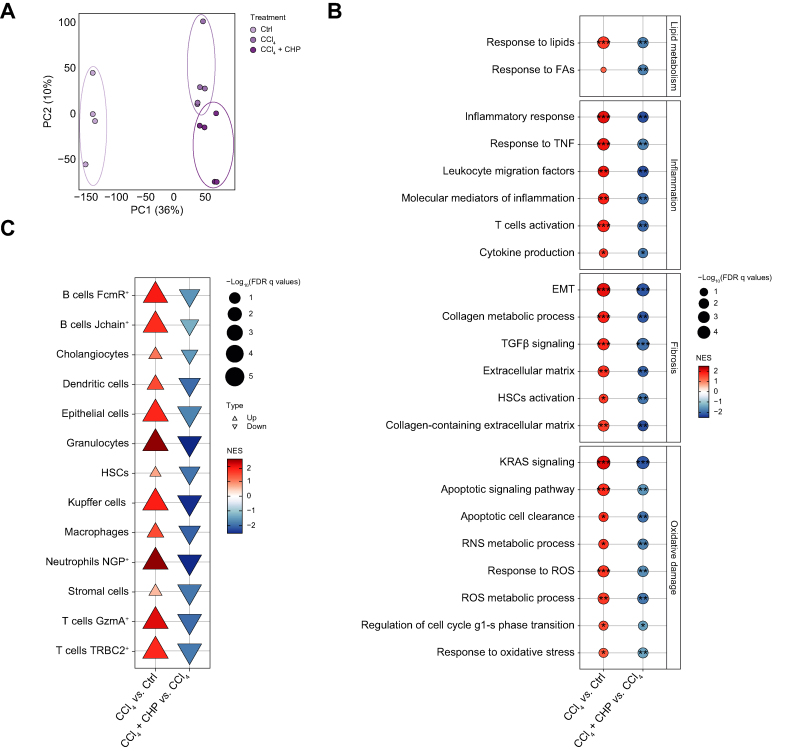
CHP prevents inflammation and fibrosis caused by CCl_4_ in liver. (A) PCA plot of the RNA-seq profiles. (B) GSEA of disease model (CCl_4_) and treatment (CHP) effects on gene expression. Gene sets are grouped in 4 categories: lipid metabolism, inflammation, fibrosis, and oxidative damage. ∗*Q <*0.05; ∗∗*Q <*0.01; ∗∗∗*Q <*0.001. (C) Cell type enrichment analysis of disease model (CCl_4_) and treatment (CHP) effects on gene expression. CCl_4_, carbon tetrachloride; CHP, cyclo(His-Pro); CTRL, control; FDR, false discovery rate; EMT, epithelial–mesenchymal transition; FA, fatty acids; GSEA, gene set enrichment analysis; HSC, hepatic stellate cells; NES, normalized enrichment score; NGP, neutrophilic granule protein; PCA, principal component analysis; RNS, reactive nitrogen species; ROS, reactive oxygen species; TGF-β, transforming growth factor beta; TNF, tumour necrosis factor.

### A therapeutic intervention attenuated liver fibrosis and inflammation

Our study demonstrated that preventive treatment with CHP can effectively reduce liver fibrosis and inflammation. To investigate whether CHP not only exerted a preventive effect, but could also have an impact upon therapeutic administration, a follow-up experiment was performed using a different model of CCl_4_-induced liver disease. C57BL/6 mice received a total of 6 CCl_4_ injections over a 2-week period, and daily treatment with CHP was started after the third injection (Fig. 6A). Plasma levels of ALT and AST were reduced by CHP treatment (Fig. 6B, C) and liver transcript levels showed a general reduction in fibrosis and inflammation (Fig. 6D). Alpha smooth muscle actin (αSMA) and fibronectin protein levels also confirmed the reduced deposition of extracellular matrix components (Fig. 6E-H). Liver histology supported the ability of CHP to reduce cellular hypertrophy and fibrosis (Fig. 6I, Table S1). Taken together, these results provide strong evidence that CHP can effectively counteract liver inflammation and fibrosis even in a therapeutic setting.

**Fig. 6:**
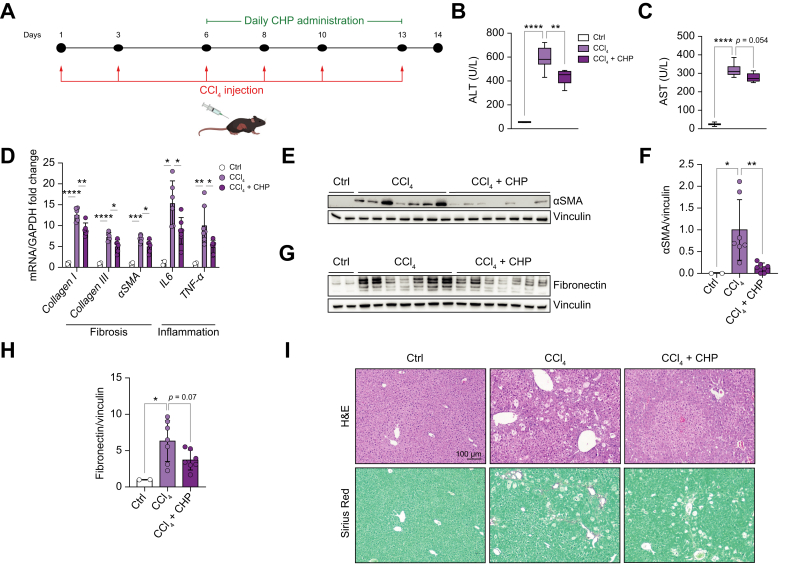
CHP recovers liver fibrosis and inflammation in a therapeutic protocol. (A) Animal study flow. Mice received 6 injections of CCl_4_ over 13 days and were treated with CHP daily starting after the third CCl_4_ injection. Liver and plasma were collected at Day 14. (B, C) ALT (B), and AST (C) plasma levels. Whiskers in boxplots represent the minimum to maximum range. (D) Liver expression of genes involved in fibrosis and inflammation. Error bars in bar plots represent the standard deviations. (E) Western blotting of αSMA expression; vinculin was used as loading control. (F) Quantification of αSMA signals from the western blotting in (E), normalised on vinculin. Error bars in bar plots represent the standard deviations. (G) Western blotting of fibronectin expression; vinculin was used as the loading control. (H) Quantification of fibronectin signal from the western blotting in (G), normalised on vinculin. Error bars in bar plots represent the standard deviations. (I) Representative images of liver sections stained with H&E or Sirius Red (0.1% Direct Red and 0.1% Fast Green FCF) (n = 2 for CTRL, n = 6–7 for other treatments). One-way ANOVA, followed by Dunnett’s multiple comparison test *vs.* CCl_4_ group was used for statistical analysis (B-D, F, H). ∗*p <*0.05; ∗∗*p <*0.01; ∗∗∗*p, <*0.001; ∗∗∗∗*p <*0.0001. ALT, alanine transaminase; AST, aspartate transaminase; CCl_4_, carbon tetrachloride; CHP, cyclo(His-Pro); CTRL, control; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; IL-6, interleukin 6; αSMA, alpha smooth muscle actin; TNF-α, tumour necrosis factor alpha.

### CHP improved mitochondrial function in liver cells

Correct mitochondrial function in hepatocytes is fundamental to maintain energy homeostasis and hepatic metabolic functions. The respiratory quotient of mice, as measured in metabolic cages, gives an indication of the ratio of carbohydrate to fat oxidation and has been previously correlated with cirrhosis and NAFLD progression.^48^^,^^49^ The respiratory quotient showed a marked decrease upon WD feeding, which trended towards recovery following exposure to CHP (Fig. 7A). CHP positively acted on mitochondria, by increasing complex I activity in isolated mitochondria from liver tissue (Fig. 7B) and by increasing mitochondrial content in the livers of mice challenged with TN/WD (Fig. 7C). To study the effects of CHP on mitochondrial function, alpha mouse liver 12 cells (AML-12) were treated with CHP for 4 h and then cellular respiration was analysed (Fig. 7D). Both basal and maximal respiration were increased by CHP (Fig. 7E), and the increase in basal respiration was specifically due to an increase in complex I activity (Fig. 7F), as observed in liver mitochondria (Fig. 7B). Overall, these data suggest that CHP enhanced mitochondrial number and activity in the liver of our NAFLD model, a finding supported by *in vitro* data on mouse hepatocytes.

**Fig. 7:**
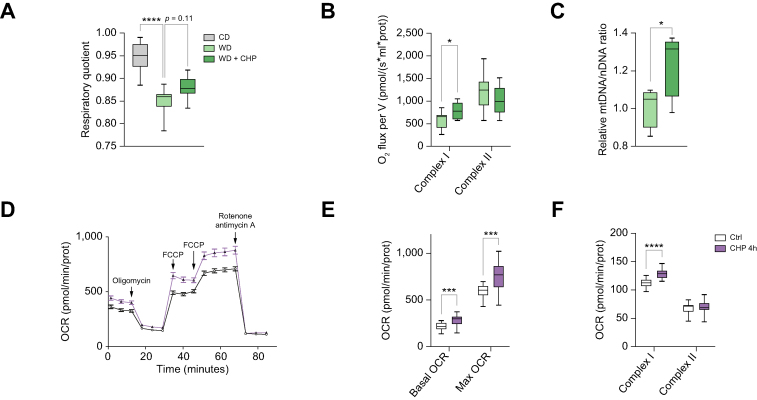
CHP improves mitochondrial function in hepatocytes. (A) Respiratory quotient during the night, as measured at age 18 weeks (n = 7–8). (B) Complex I and II activity, normalised on protein content, in mitochondria isolated from fresh liver tissue (n = 7–8). (C) Relative mtDNA levels in mice receiving a WD, calculated as 16S mitochondrial gene expression normalised against hexokinase gene (n = 5). (D) Oxygen consumption of AML12 cells treated with 50 nM CHP for 4 h, when measuring respiration in basal, maximal, or leak state. OCR is normalised by protein content (n = 22–24). (E) Basal and maximal respiration as extracted from panel D. (F) Complex I and II activity in AML12 cells treated with 50 nM CHP (n = 23). One-way ANOVA, followed by Dunnett’s multiple comparison test *vs.* WD group (A) or unpaired *t*-test (B, C, E, F) were used for statistical analysis. ∗*p <*0.05; ∗∗∗*p <*0.001; ∗∗∗∗*p <*0.0001. AML12, alpha mouse liver 12; CHP, cyclo(His-Pro); FCCP, carbonyl cyanide-p-trifluoromethoxyphenylhydrazone; mtDNA, mitochondrial DNA; OCR, oxygen consumption rate; WD, western diet.

### Inhibition of ERK signalling was an early effect of CHP treatment

Among the enriched pathways that emerged from the GSEA, the ERK signalling cascade was significantly downregulated by CHP, both in the WD/TN NAFLD and in the CCl_4_-induced liver disease models (Fig. 8A left panels; S6A). Of note, this pathway was also over-represented in 2 RNAseq data sets collected from patients with NASH, when samples from patients with advanced NASH—with high NAS and fibrosis—are compared to earlier stages (Fig. 8A, right panel). Several upstream and downstream genes of the ERK pathway were differentially regulated in RNAseq data from the NAFLD study (Fig. 8B). 

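ERK-related genes were examined in the kidney and gastrocnemius libraries of WD + CHP and WD mice with 2 lists. These were the 23 genes drawn in Fig. 8B and 26 transcriptional targets of ERK such as *Dusp6*, *Spry4* and *Etv4*. The ERK gene sets of Fig. S4C were not used here, and the target list was written from general knowledge. In kidney, 12 of the 18 Fig. 8B genes that passed the filter were lower under CHP and 6 were higher, with log2 fold changes from -0.44 to 0.52 and a mean of -0.057 (camera, two-sided, adjusted p = 0.364). In gastrocnemius, 11 of 16 were lower and 5 higher, from -0.84 to 0.39, with a mean of -0.14 (camera, adjusted p = 0.288). With 1 library left out at a time, the mean ran from -0.10 to -0.019 in kidney and from -0.20 to -0.098 in gastrocnemius. It passed in 0 of 10 fits in each tissue. Of the transcriptional targets, 14 of 25 were lower in kidney (mean -0.015, camera adjusted p = 0.818) and 13 of 25 in gastrocnemius (mean -0.043, camera adjusted p = 0.501). The list scores were lower by less than the spread between libraries, by -0.05 and -0.13 for the Fig. 8B genes (exact permutation test, two-sided, p = 0.405 and 0.230) and by -0.07 and -0.11 for the targets (exact permutation p = 0.611 and 0.476) in kidney and gastrocnemius, respectively.
With only genes of at least 10 counts in every library, the kidney means changed direction, to 0.016 for the Fig. 8B genes and 0.0022 for the targets. The kidney target mean was also above 0 without WD replicate 3 (0.027) or without WD + CHP replicate 1 (0.00077), 3 (0.032) or 5 (0.042), and after the correction for length and GC content (0.011). In gastrocnemius, leaving out WD + CHP replicate 3 gave the targets a mean of -0.25 (camera, adjusted p = 0.0200), and leaving out WD + CHP replicate 4 gave 0.016 (camera, adjusted p = 0.966). With the adipocyte score as a covariate, the gastrocnemius means were 0.18 for both lists (camera, adjusted p = 0.181 and 0.807). That score follows the gastrocnemius groups, so it removes group differences by construction. In preranked GSEA the adjusted p of the Fig. 8B genes was 0.297 in kidney and 0.258 in gastrocnemius, with normalised enrichment scores of -1.20 and -1.25. The targets passed in neither tissue, with scores of 0.43 in kidney, above 0, and -0.69 in gastrocnemius (adjusted p = 0.943). Reactome's signalling to ERKs had a mean of -0.014 in kidney (camera, adjusted p = 0.974 over 64 tests) and -0.0058 in gastrocnemius (0.682), and its RAF/MAP kinase cascade -0.021 (0.880) and 0.016 (0.682).
As single genes, 0 of the Fig. 8B genes passed an adjusted p of 0.05 under CHP, over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there was 1 in kidney, *Cd36*, and 4 in gastrocnemius, *Cd36*, *Gpnmb*, *Npnt* and *Shc2*. *Cd36* (chromosome 5, 17781690 to 17888801), a fatty acid transporter, was at 410 ± 36.3 CPM (SD, n = 5) under WD + CHP and 359 ± 16.1 under WD in kidney (log2 fold change 0.19, standard error 0.075, edgeR adjusted p = 0.341), and at 281 ± 10.7 and 341 ± 45.6 CPM in gastrocnemius (-0.28, standard error 0.097, edgeR adjusted p = 0.239).
In WD vs. CD, 2 Fig. 8B genes were upregulated in kidney, *Gas6* (chromosome 8, 13465374 to 13494490; log2 fold change 0.36, standard error 0.057, edgeR adjusted p = 0.00118) and *Ackr3* (chromosome 1, 90203980 to 90216751; 0.35, standard error 0.086, edgeR adjusted p = 0.0176), and the same 2 adjusted over the list alone. In gastrocnemius *Cd36* (0.64, standard error 0.097, edgeR adjusted p = 0.000751) and *Shc2* (chromosome 10, 79618051 to 79637918; 0.33, standard error 0.089, edgeR adjusted p = 0.0305) rose, whereas *Npnt* (chromosome 3, 132881745 to 132950291; -0.64, standard error 0.17, edgeR adjusted p = 0.0296) and *Gas6* (-0.21, standard error 0.061, edgeR adjusted p = 0.0421) fell, with 6 adjusted over the list alone. With 1 library left out at a time, *Cd36* and kidney *Gas6* passed in 10 of 10 fits, *Ackr3* in 9, *Shc2* in 6, and *Npnt* and gastrocnemius *Gas6* in 3. As lists, neither tissue passed in WD vs. CD with all libraries, with means of 0.15 in kidney and 0.21 in gastrocnemius for the Fig. 8B genes (camera, adjusted p = 0.128 and 0.107) and 0.065 and 0.060 for the targets (camera, adjusted p = 0.966 and 0.697). The gastrocnemius Fig. 8B list passed in 2 of 10 fits, without CD replicate 1 (0.28, camera adjusted p = 0.0349) and without WD replicate 5 (0.26, camera adjusted p = 0.0293).

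**Figure D2:**
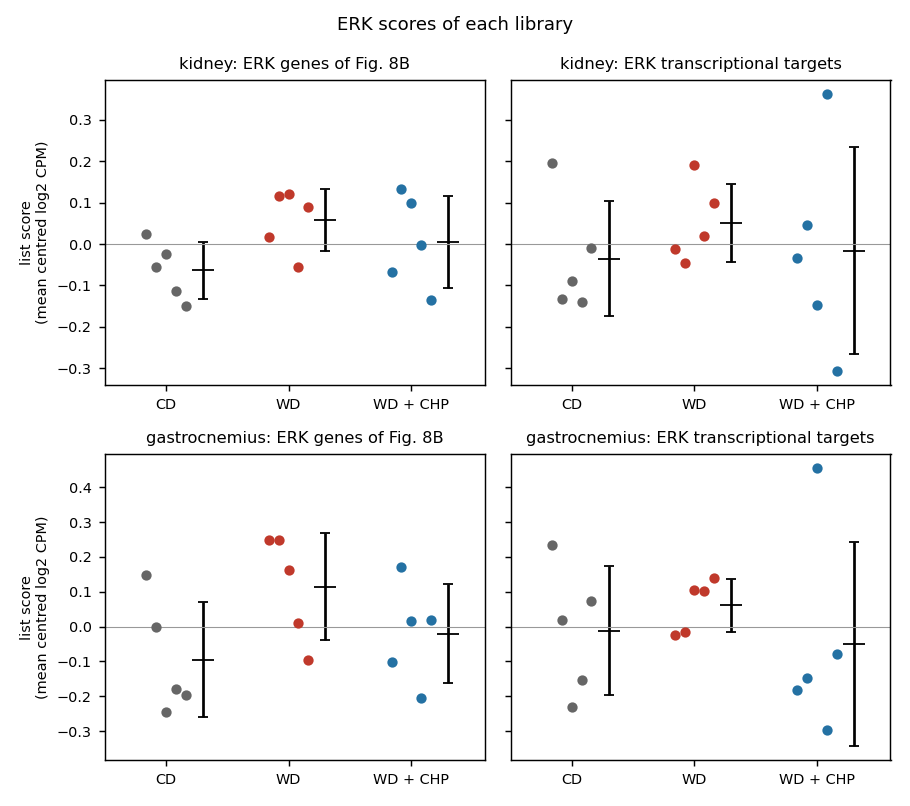
List scores for the ERK genes of Fig. 8B and for ERK transcriptional targets (y axis, mean centred log2 CPM over the list) in kidney and gastrocnemius libraries of CD, WD and WD + CHP mice; each point is 1 of 5 libraries per group, and bars give the mean ± SD. WD + CHP overlaps WD in every panel, and in the gastrocnemius targets 4 of 5 WD + CHP libraries lie below all WD libraries while 1 lies at 0.45.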

Downregulation of the ERK signalling cascade was not limited to the liver tissue (Fig. S4C).

**Fig. 8:**
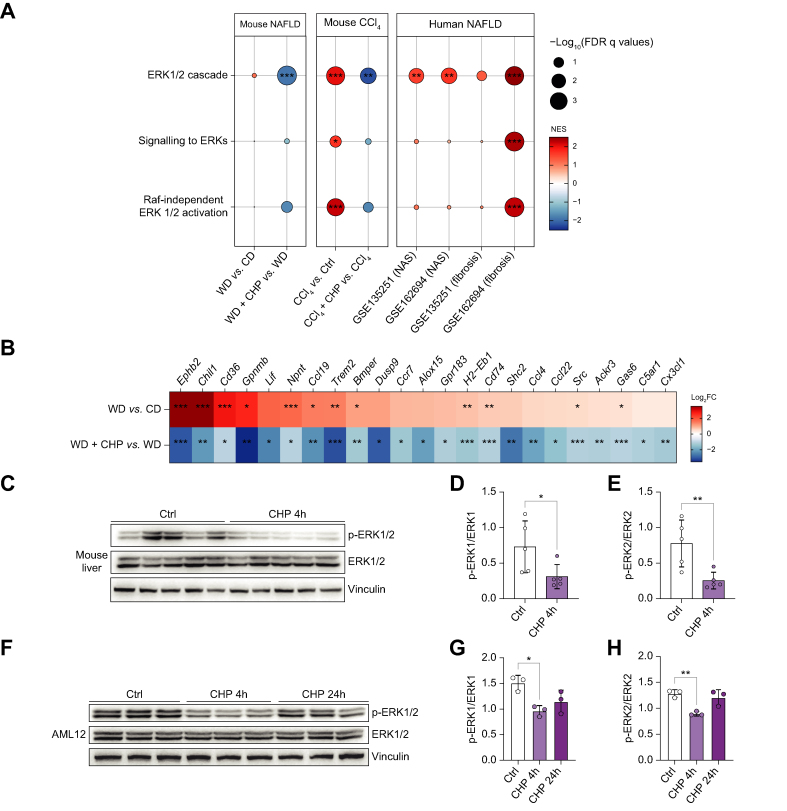
CHP triggers an early downregulation of ERK signalling. (A) GSEA of the effects of disease (WD/CCl_4_) and treatment (CHP) on gene expression in the mouse liver in this study (left panels), as well as that of the effects of disease on humans (NAS ≥4 *vs*. NAS <4 and fibrosis ≥3 *vs.* fibrosis <3) for ERK-related gene sets. (B) Heatmap shows the effects of WD and CHP on the expression of genes involved in ERK1/2 signalling. ∗*p <*0.05; ∗∗*p <*0.01; ∗∗∗*p <*0.001 (adjusted *p* values). (C) Western blotting of phosphorylated and total ERK1/2 in the liver of mice treated with 20 mg/kg CHP for 4 h. Vinculin was used as the loading control. (D, E) Quantification of phosphorylated ERK1 (D) and ERK2 (E) signals from the western blotting in (C), normalised by total ERK1/2. Unpaired *t*-test was used for statistical analysis. (F) Western blotting of phosphorylated and total ERK1/2 in the AML12 cell line, treated with 100 nM CHP for 4 or 24 h. Vinculin was used as the loading control. (G, H) Quantification of phosphorylated ERK1 (G) and ERK2 (H) signals from the western blotting in (F), normalised by total ERK1/2. One-way ANOVA, followed by Dunnett’s multiple comparison test *vs.* CTRL group was used for statistical analysis. Error bars in bar plots represent the standard deviation (D, E, G, H). ∗*p <*0.05; ∗∗*p <*0.01. AML12, alpha mouse liver 12; ANOVA, analysis of variance; CCl_4_, carbon tetrachloride; CHP, cyclo(His-Pro); CTRL, control; ERK, extracellular signal-regulated kinase; FC, fold change; FDR, false discovery rate; GSEA, gene set-enrichment analysis; NAFLD, non-alcoholic fatty liver disease; NAS, NAFLD activity score; NES, normalized enrichment score; WD, western diet.

Protein expression of the phosphorylated (active) form of ERK1/2 (p-ERK1/2) in the livers at the end of the chronic feeding period of WD did not show any differences after CHP treatment (Fig. S6B). Therefore, a short-term experiment was performed in healthy male C57BL/6J mice, to monitor ERK1/2 phosphorylation at different time points after CHP treatment. Liver levels of p-ERK1/2 were already reduced 4 h after CHP treatment (Fig. 8C–E). Baseline p-ERK1/2 levels were restored after 24 h (Fig. S6C). To confirm this observation *in vitro*, AML-12 cells were treated with CHP for 4 or 24 h and protein levels were analysed by western blotting (Fig. 8F-H). The p-ERK1/2 levels were robustly reduced 4 h after CHP treatment, and at 24 h returned closer to baseline. Overall, these data indicated that CHP inhibits ERK1/2 in the short term, by reducing its phosphorylation and downregulating its downstream pathways.

## Discussion

In this study, we assessed the effects of CHP on the pathogenesis of NAFLD in a mouse model in which animals were challenged with WD feeding and TN housing.^41^^,^^42^ Under WD, mice constantly gained weight over time, and several plasma parameters associated with increasing fat accumulation, including levels of LDL-cholesterol, glycaemia, and liver enzymes. Mice fed with WD developed enlarged livers, marked by broad steatosis, inflammation, and fibrosis, thus reproducing the main features of the NAFLD/NASH transition. CHP administration restored glucose homeostasis and prevented hepatic fat accumulation as seen by histological evaluation. Steatosis, inflammation, and fibrosis were all partially prevented by treatment, and the pathological evaluation indicated that CHP attenuated the progression of NASH.

As highlighted by our transcriptome analysis, CHP inhibited genes related to lipid metabolism, explaining the overall reduced fat accumulation observed in our murine models. Furthermore, CHP robustly downregulated pro-inflammatory pathways and reduced immune cell infiltration in the liver, supporting the histological findings. Reducing inflammation in NAFLD is crucial in breaking the vicious circle towards liver fibrosis^50^^,^^51^ and eventually toward hepatocellular carcinoma.^52^

CHP also proved to be an effective preventive strategy in a second mouse model of liver disease, induced by repeated low-dose CCl_4_ injections. The hepatotoxicity of CCl_4_ was manifested in histology by extensive cellular hypertrophy and fibrosis. At the gene expression level, the effects of CHP were similar to those observed in the WD/TN model and also confirmed the attenuation of apoptosis and oxidative stress pathways. These 2 animal models of liver disease—induced by WD/TN or CCl_4_—have different mechanisms of action leading to inflammation and fibrosis, nonetheless CHP proved to exert preventive effects in both settings (Fig. 1, Fig. 4A, Fig. S5A). To provide support for a therapeutic effect of CHP, a follow-up study tested the effects of CHP using a CCl_4_ mouse model in which treatments were started at a later time point (Fig. 6A). Also in this setting, when CHP was administered as a treatment after symptoms of CCl_4_-induced liver damage were evident, it was able to attenuate and blunt disease progression, providing a strong indication that CHP could be a candidate drug to manage NAFLD/NASH in the clinical setting.

The liver is a highly metabolic organ involved in the metabolism of all macronutrients. Several studies have underscored the link between mitochondrial function and NAFLD, and mitochondria have become an interesting therapeutic target.[53], [54], [55], [56] Indeed, also in our studies, we observed that mitochondrial function was impaired by WD/TN challenge. Mice treated with CHP showed an improved mitochondrial phenotype *in vivo*, stimulating us to further study the effects of CHP on mitochondrial respiration *in vitro*. In mouse hepatocytes, CHP also increased cellular respiration, particularly the activity of complex I of the mitochondrial oxidative phosphorylation system. CHP effects on mitochondria were previously unknown, and thus, warrant further characterisation, not only in hepatocytes but also in other liver cell types. We speculate that the discrete changes in mitochondrial metabolism that we observed might not have a visible impact on overall energy expenditure, but may still play a role in maintaining hepatocyte function and glucose and lipid metabolism, contributing to the final beneficial phenotypic changes after CHP treatment.

Two human datasets collected from patients with NASH showed that ERK signalling is activated in patients with increasing severity of NAS and fibrosis stage. The ERK pathway has been associated with the development of NASH, as its activation plays a role in driving inflammation and fibrosis.^57^^,^^58^ Inhibition of ERK1 has been associated with decreased proliferation of hepatic stellate cells, attenuated fibrosis, and improved lipid homeostasis.^59^^,^^60^ ERK2 activity affects hepatocyte proliferation, playing also a role in inflammation and fibrosis upon liver injury.^61^^,^^62^ Consistent with these studies, ERK signalling pathways were found to be upregulated in our liver transcriptome data, and CHP treatment downregulated ERK downstream genes. Our study showed that the direct effect of CHP on p-ERK1/2 levels in the liver was transient and could be detected after only 4 h, returning to baseline levels 24 h after CHP treatment. However, the effects on the downstream genes persisted longer, as shown in the transcriptome analysis. The same transient reduction of p-ERK1/2 levels with a nadir at 4 h was also observed *in vitro* in cultured AML12 hepatocytes. The inhibition of ERK activation after CHP was consistent in both *in vivo* and *in vitro* models, demonstrating for the first time a direct action of CHP on the ERK1/2 signalling pathway.

CHP was well tolerated in our long-term 17-week study in mice subjected to WD, as well as in a 39-week formal toxicology study performed in Beagle dogs (unpublished data). Furthermore, initial clinical studies have reported no safety concerns with CHP (NCT00878605; NCT02784275; NCT03560271). Its impeccable safety profile, together with the remarkable anti-inflammatory and antifibrotic effects of CHP in our study, point to CHP as a potential new strategy to prevent and manage NAFLD/NASH. Furthermore, our data implicate the downregulation of the ERK pathway as an early event after CHP treatment, although further work will be required to determine whether a direct or indirect inhibition by CHP is responsible for ERK regulation.

Overall, CHP appears to be promising candidate drug for the management of the transition from NAFLD to NASH. Furthermore, our data strongly suggest exploring the impact of CHP on additional diseases characterised by inflammation and fibrosis, such as chronic kidney disease or idiopathic pulmonary fibrosis.

## Financial support

The work in the JA laboratory was supported by grants from the 10.13039/501100001703École Polytechnique Fédérale de Lausanne (EPFL), the 10.13039/501100000781European Research Council (ERC-AdG-787702), the Swiss National Science Foundation (SNSF 31003A_179435), the Global Research Laboratory (GRL) 10.13039/501100003725National Research Foundation of Korea (NRF 2017K1A1A2013124), and NovMetaPharma. ADM was funded by a European Innovative Training Networks H2020-MSCA-ITN-2018 (Healthage - 812830); QW was supported by the 10.13039/100004410European Molecular Biology Organization (EMBO) postdoctoral fellowship (ALTF 111-2021); XL was supported by the 10.13039/501100004543China Scholarship Council (201906050019).

## Authors’ contributions

The study was conceived by ADM, AM, HYJ, and JA. ADM, SB, and QW performed the *in vivo* experiments and the analysis of the experimental results. RNA sequencing analysis was carried out by XL and KS. In vitro experiments were performed by ADM, JJ, DL, OP, and QW. AM supported the organisation of the animal study. ADM and JA wrote the manuscript with contributions from all co-authors. JA and HYJ supervised the study and secured funding.

## Data availability statement

The data supporting the findings are available upon request to the corresponding author (JA). RNA-seq data are available under the GEO numbers GSE200750, GSE216366 and GSE230745. Methods, materials, and resources are included in the Materials and methods or Supplementary Methods.

## Conflicts of interest

This work was funded in part by a grant from NovMetaPharma. DL, JJ, SB, and OP are employees of NovMetaPharma. HYJ is a board member of NovMetaPharma. JA is a founder and/or consultant to MitoBridge/Astellas, Metro Biotech, Amazentis, Vandria, Orso Bio, and NovMetaPharma. All other authors declare that they have no competing interests.

Please refer to the accompanying ICMJE disclosure forms for further details.

# Supplementary material for: Cyclo(His-Pro): A further step in the management of steatohepatitis
**Source:** JHEP Rep. 2023 Jun 10;5(9):100815. doi: 10.1016/j.jhepr.2023.100815
**Supplement:** Multimedia component 2

**JHEP Reports**

**CTAT methods**

Tables for a “Complete, Transparent, Accurate and Timely account” (CTAT) are now mandatory for all revised submissions. The aim is to enhance the reproducibility of methods.

- Only include the parts relevant to your study
- Refer to the CTAT in the main text as ‘Supplementary CTAT Table’
- Do not add subheadings
- Add as many rows as needed to include all information
- Only include one item per row

**If the CTAT form is not relevant to your study, please outline the reasons why:**

|  |
| --- |

- 1. **Antibodies**

| **Name** | **Citation** | **Supplier** | **Cat no.** | **Clone no.** |
| --- | --- | --- | --- | --- |
| rat α-CD45 |  | Thermo Fisher | 30F-11 |  |
| rabbit α-phospho-p44/42 MAPK |  | Cell signaling | 4376 |  |
| rabbit α-p44/42 MAPK |  | Cell signaling | 4695 |  |
| rabbit recombinant α-vinculin |  | Abcam | ab129002 |  |
| rabbit α-αSMA |  | Cell signaling | 19245S |  |
| rabbit α-fibronectin |  | abcam | ab2413 |  |

- 1. **Cell lines**

| **Name** | **Citation** | **Supplier** | **Cat no.** | **Passage no.** | **Authentication test method** |
| --- | --- | --- | --- | --- | --- |
| AML12 |  | ATCC | CRL-2254 | 10-15 |  |

- 1. **Organisms**

| **Name** | **Citation** | **Supplier** | **Strain** | **Sex** | **Age** | **Overall n number** |
| --- | --- | --- | --- | --- | --- | --- |
| Mus musculus |  | Breeders from Charles River | C57BL/6J | male | 24 weeks | 24 |
| Mus musculus |  | Charles River | C57BL/6J | male | 7-17 weeks | 55 |
| Mus musculus |  | Koatech Co. Ltd | C57BL/6J | male | 11-12 weeks | 53 |

- 1. **Sequence based reagents**

| **Name** | **Sequence** | **Supplier** |
| --- | --- | --- |
| Bcl-xL (forward) | TCTGAATGACCACCTAGAGCC | Bioneer |
| Bcl-xL (reverse) | GCTGCATTGTTCCCGTAGAG | Bioneer |
| Puma (forward) | ACCTCAACGCGCAGTACG | Bioneer |
| Puma (reverse) | GTAGGCACCTAGTTGGGCTC | Bioneer |
| HO-1 (forward) | TATGCCCCACTCTACTTCCC | Bioneer |
| HO-1 (reverse) | AGTGAGGCCCATACCAGAAG | Bioneer |
| Collagen I (forward) | GCCTCAGAAGAACTGGTACAT | Bioneer |
| Collagen I (reverse) | ATCCATCGGTCATGCTCTCT | Bioneer |
| Collagen III (forward) | AGTCAAGGAGAAAGTGGTCG | Bioneer |
| Collagen III (reverse) | CCAGGGAAACCCATGACAC | Bioneer |
| Collagen IV (forward) | CGGTACACAGTCAGACCATT | Bioneer |
| Collagen IV (reverse) | CATCACGAAGGAATAGCCGA | Bioneer |
| PAI-1 (forward) | GTCTTTCCGACCAAGAGCAG | Bioneer |
| PAI-1 (reverse) | GCCGAACCACAAAGAGAAAG | Bioneer |
| TGF-β (forward) | TGATACGCCTGAGTGGCTGTCT | Bioneer |
| TGF-β (reverse) | CACAAGAGCAGTGAGCGCTGAA | Bioneer |
| Gapdh (forward) | CAGTATGACTCCACCCACGG | Bioneer |
| Gapdh (reverse) | ATGGGCTTCCCGTTGATGAC | Bioneer |

- 1. **Biological samples**

| **Description** | **Source** | **Identifier** |
| --- | --- | --- |
|  |  |  |

- 1. **Deposited data**

| **Name of repository** | **Identifier** | **Link** |
| --- | --- | --- |
| Gene Expression Omnibus (GEO) | GSE200750, GSE216366, GSE230745 | https://www.ncbi.nlm.nih.gov/geo/ |

- 1. **Software**

| **Software name** | **Manufacturer** | **Version** |
| --- | --- | --- |
| BioRender | Biorender.com |  |
| Graphpad PRISM | GraphPad Software, LLC | 9.5.1 |
| Adobe Illustrator 2022 | Adobe Inc. | 26.0.1 |
| ImageJ-Fiji | Schindelin, J., Arganda-Carreras, I., Frise, E., Kaynig, V., Longair, M., Pietzsch, T., … Cardona, A. (2012). Fiji: an open-source platform for biological-image analysis. Nature Methods, 9(7), 676–682. doi:10.1038/nmeth.2019 |  |
| QuPath | Bankhead, P. et al. QuPath: Open source software for digital pathology image analysis. Scientific Reports (2017).  https://doi.org/10.1038/s41598-017-17204-5 | 0.3.2 |

- 1. **Other (*e.g*. drugs, proteins, vectors etc.)**

| Cyclo (His-Pro) | NOV MetaPharma |  |
| --- | --- | --- |
| Pyruvate | Sigma-Aldrich |  |
| Malate | Sigma-Aldrich |  |
| Glutamate | Sigma-Aldrich |  |
| ADP+Mg2+ | Sigma-Aldrich |  |
| Succinate | Sigma-Aldrich |  |
| Rotenone | Sigma-Aldrich |  |
| Antimycin A | Sigma-Aldrich |  |
| Oligomycin | Sigma-Aldrich |  |
| carbonyl cyanide-p-trifluoromethoxyphenylhydrazone | Sigma-Aldrich |  |

- 1. **Please provide the details of the corresponding methods author for the manuscript:**

| Johan Auwerx, Laboratory of Integrative Systems Physiology, Institute of Bioengineering, École Polytechnique Fédérale de Lausanne, Lausanne 1015, Switzerland. . E-mail address:  |
| --- |

**2.0 Please confirm for randomised controlled trials all versions of the clinical protocol are included in the submission. These will be published online as supplementary information.**

|  |
| --- |

How the deposited data were processed for this re-analysis (not part of the article)

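RNA-seq was measured in kidney and gastrocnemius of CD, WD and WD + CHP mice, 5 libraries per group and tissue, 30 in all. The authors deposited raw counts, whole numbers of reads per gene for each library, made from SOAPnuke-cleaned reads aligned with STAR and not normalised. The counting tool, annotation, genome build and strand setting of these counts are not named in the paper's text. Everything from the counts onwards was computed here. Every column of the tables was matched to a library by its label, and 0 columns were left without a sample. Liver and CCl_4_ libraries were not analysed here. The sample labels and the paper differ on the starting tissue and the extraction kit, and the tissues were taken as the paper and the sample names give them.
Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and the plots were drawn in Python 3.11.15 with matplotlib 3.10.9. For each tissue, genes were kept by filterByExpr with a minimum count of 10, library sizes were scaled by TMM, and the 3 groups were fitted in 1 model with the quasi-likelihood F test. WD + CHP vs. WD and WD vs. CD were tested in each tissue, two-sided, with Benjamini-Hochberg adjustment over all genes kept and a threshold of 0.05. CPM values use the TMM-scaled library sizes, and log2 CPM used a prior count of 2. Standard errors were taken from the fold change and its F statistic.
The gene lists, the tests, the genes to be named and the alternatives were fixed before the data were examined, apart from the alternatives named as added and the tests named as chosen later. The tested lists cover inflammation, fibrosis, the ERK genes of Fig. 8B, ERK transcriptional targets, lipid metabolism, and oxidative stress and apoptosis. The first 2 and the last 3 were written from general knowledge. Lists were tested with camera at a preset correlation of 0.01, adjusted over 24 tests, and 16 Reactome sets in the same way over 64 tests. A list score per library, the mean of centred log2 CPM, was compared by an exact permutation test over the 252 splits of 10 libraries, whose smallest p is 0.00794. Of the genes the paper or Fig. 8B names, those with an adjusted p under 0.05, as well as *Col1a1*, *Col3a1* and *Timp1*, are given in full, apart from an item that is not reported here. For each comparison, the 3 largest rises and falls were also named among genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the groups.
Total counts ranged from 37189192 to 38211422 in kidney and from 50319024 to 53282969 in gastrocnemius, and mitochondrial genes took 17.8% to 21.1% and 7.74% to 11.5% of them. Libraries of the same group differed by more than counting error, and genes with few counts, such as *Timp1*, carry wide errors. The models were tested on simulated counts. Of 200 changed genes, 94% were called in kidney and 92% in gastrocnemius, and 0 genes were called between 2 unchanged groups. The changed genes excluded those of low expression, and single genes had no excess spread, so these shares may overstate the power for real genes. A simulated trend with transcript length gave 1697 false calls in kidney and 963 in gastrocnemius, which fell to 10 and 8 after the correction for length and GC content.
The alternatives were DESeq2, limma-voom, DESeq2's size factors or the total count in place of TMM, no filter or at least 10 counts in every library, an adjusted p under 0.1, an added line at an absolute log2 fold change of 1, the replicate number as a block, only the 2 groups compared, each library left out in turn, and for lists the median, z-scored genes, fry, camera with an estimated correlation and fgsea. A correction for transcript length and GC content, with and without the block, and an adipocyte score as a covariate were added after the data were seen.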

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

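The tests of liver RNA in single libraries and of the share of adipocytes, and the test of adipocyte RNA for the WD effect on fibrosis, were chosen only after the results were seen. In all, 54 groups of 5 libraries were searched for a library far from the other 4 (Dixon's ratio above 0.71). By chance this happens in about 5% of groups, so 2 such libraries among the 36 groups of list scores are what chance gives.
The hepatocyte list score of WD replicate 5 in kidney was 3.01, far from the other WD kidneys at -0.49 to -0.25. *Alb*, the most abundant gene of that list in this library, was at 435 CPM against 14.9 to 21.0 CPM in the other WD kidneys. Of the 13 hepatocyte genes, 11 passed the filter in kidney and 6 in gastrocnemius, where *Alb* reached 47.8 CPM in CD replicate 1 and 50.9 CPM in WD replicate 3. Liver RNA carried into single samples is a candidate explanation, and would raise the same further genes in these libraries. Of the 67 genes outside the hepatocyte list that WD replicate 5 of kidney held at 10 or more times the highest other WD kidney, 63 were highest in WD replicate 3 among the WD gastrocnemius libraries and 59 in CD replicate 1 among the CD libraries. In random draws of as many genes of like expression, the most were 32 and 33. The values fit liver RNA in these 3 libraries, a hypothesis found and tested on the same data. CD replicate 1 of kidney was raised too, with *Alb* at 81.8 CPM against 9.20 to 14.4 CPM and *Apoa1* at 8.89 against at most 1.21 CPM in the other CD kidneys, and was not tested in this way. Without it, the lipid metabolism mean in kidney under WD was -0.18 and lost its call (camera, adjusted p = 0.0655). Ranks of the excess over the other libraries across the 13 hepatocyte genes decided nothing (Spearman's rho 0.451, permutation p = 0.126 against WD replicate 3, and 0.456, permutation p = 0.118 against CD replicate 1). No biological explanation was tested. Liver RNA in this library as the cause of the list differences under CHP is argued against by the fits without it, in which kidney fibrosis and inflammation had a camera adjusted p of 1.86e-05 and 0.0102.
The same kidney library had a lipid metabolism score of 0.048, against -0.16 to -0.12 in the other WD kidneys. The lipid and hepatocyte lists share 0 genes. Without this library the mean lipid difference in WD + CHP vs. WD was 0.18 (camera, adjusted p = 0.0345). In gastrocnemius, WD + CHP replicate 3 had an ERK target score of 0.45, against -0.30 to -0.079 in the other WD + CHP libraries, and without it the mean target difference from WD was -0.25 (camera, adjusted p = 0.0200). No explanation was tested for either score.
WD replicate 5 of gastrocnemius had 50319024 counts, against 52223819 to 52714584 in the other WD libraries. Without it, 55 genes passed in WD + CHP vs. WD, of which 45 were among the 63 called with all libraries.
The effect of CHP on the lipid metabolism list differed between the tissues, by 0.27 as kidney minus gastrocnemius (camera on the interaction, adjusted p = 0.00478 over 12 tests; permutation of groups within tissues, adjusted p = 0.0557). Of the 16 adipocyte genes, 8 are on the lipid list, so fat around or in the muscle was weighed as a source. With the adipocyte score as a covariate the interaction had a camera adjusted p of 0.221, and since that score separates the gastrocnemius groups, adipocyte RNA and an effect on lipid genes in the tissue cannot be told apart for CHP. The effect of the WD on the same list differed by -0.59 (camera, adjusted p = 5.78e-12, and permutation, adjusted p = 0.00794). With the covariate this difference kept a camera adjusted p of 0.0182. The means shrank to 0.027 in gastrocnemius (camera, adjusted p = 0.181) and -0.13 in kidney (0.110). The score shares genes with the list and follows the gastrocnemius groups, so the covariate cannot decide on adipocyte RNA for the WD either. A difference between the organs' own responses to the diet stays open as a hypothesis. The WD effect on the fibrosis list differed by 0.15 by camera (adjusted p = 0.0236) but not by permutation (adjusted p = 0.847), so the difference itself is not established. The covariate turns the gastrocnemius mean to -0.15, which widens the difference by construction (camera, adjusted p = 2.64e-05). The kidney rise of 0.24 stayed at 0.24 with it (camera, adjusted p = 5.00e-07), and the adipocyte score rose in gastrocnemius under WD (0.73, exact permutation p = 0.00794), where added fibrosis transcripts would bring the tissues closer. These values argue against adipocyte RNA that carries fibrosis transcripts as the cause.
In gastrocnemius 13 of the 15 adipocyte genes tested were lower under WD + CHP than under WD, with a mean of -0.66 (camera, adjusted p = 4.61e-10 over the marker lists), and all 5 WD + CHP libraries scored below all 5 WD libraries (exact permutation test, p = 0.00794, the smallest possible). By edgeR 6 of these genes passed over all genes and 8 adjusted over the list alone. A smaller share of adipocytes would lower alike the transcripts that adipocytes alone make. Of the 11 less abundant genes, 7 lay over 2 standard errors from the weighted mean of -0.57 (Cochran's Q 87.6). Among the 7 were *Lep* at -1.89, *Adipoq* at -1.15, *Lipe* at -0.18 and *Cfd* at 0.0086. In WD vs. CD, *Lep* rose by 3.96 while *Cfd* was at -1.59. The falls were unequal, but the part of each transcript that other cells in the muscle make was not measured. The values therefore cannot exclude a share of adipocytes as the whole cause. A change of state within adipocytes under CHP stays open and was not tested.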

How the results depend on the processing

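The correction for length and GC content and the adipocyte covariate were added only after the results were seen. Across the alternatives, the fibrosis means under CHP kept their direction in kidney in all settings run and in gastrocnemius in all but the adipocyte covariate.
Under camera with an estimated correlation no list had an adjusted p under 0.05 (0.633 for each that passed in the main setting), and under fry only lipid metabolism in gastrocnemius under WD (0.35) did. The means that lost their call under both were -0.074 for inflammation, -0.14 for fibrosis and 0.11 for lipid metabolism in kidney under CHP (fry adjusted p 0.362, 0.218 and 0.316), 0.22, 0.24 and -0.22 in kidney under WD (0.192, 0.0546 and 0.117), and -0.15, -0.21 and -0.17 in gastrocnemius under CHP (0.316, 0.344 and 0.316). These tests allow for genes that vary together between mice. fgsea kept each of these calls and added fibrosis in gastrocnemius under WD (0.089, adjusted p 0.0210).
Scaling by total count left inflammation at -0.11 in kidney and -0.19 in gastrocnemius and lipid metabolism in gastrocnemius at -0.21 under CHP, without a call (adjusted p 0.0905, 0.0953 and 0.0953). With at least 10 counts in every library, the kidney means under CHP turned to 0.016 for the Fig. 8B genes and 0.0022 for the ERK targets. The targets were at 0.011 after the length and GC correction, and their median under WD was -0.014. *Timp1* in kidney under WD turned to -0.00104 after that correction and ranged from -0.054 to 0.25 with 1 library left out. The cause was not tested.
With the adipocyte covariate, the gastrocnemius means under CHP turned to 0.23 for inflammation (adjusted p 0.0256), 0.0049 for fibrosis, 0.179 for the Fig. 8B genes and for the ERK targets, 0.13 for lipid metabolism (adjusted p 0.0316) and 0.11 for oxidative stress and apoptosis. Under WD they turned to -0.26, -0.15, -0.15, -0.18 and -0.12 in the same order without lipid metabolism, which was at 0.027 and lost its call (adjusted p 0.181), and inflammation passed with the direction turned (adjusted p 0.0194). In kidney, inflammation was at -0.064 and lipid metabolism at 0.063 under CHP and at -0.13 under WD, each without a call. In gastrocnemius 80.4% of the variance of the covariate lies between the groups, so it removes group differences by construction.
Replicate numbers did not pair the libraries, since correlations of same-numbered deviations ran from -0.13 to 0.15. With the replicate block, 70 kidney genes passed under CHP, and inflammation in gastrocnemius under WD passed at 0.17 (adjusted p 0.0278), as it did with the block and the length and GC correction (0.17, adjusted p 0.0487) and with only 2 groups fitted (0.16, adjusted p 0.0425). The block changed no other list call.
For genes changed under CHP in kidney, DESeq2 gave 194, no filter 37, an adjusted p under 0.1 gave 75, an absolute log2 fold change over 1 left 1, and the length and GC correction and the fit of 2 groups gave 0 each (1782 and 1991 at an unadjusted p under 0.05). In gastrocnemius under CHP, DESeq2 gave 270, no filter 40 and the fold-change line 26. Under WD, the fold-change line left 165 in kidney and 162 in gastrocnemius, and an adjusted p under 0.1 gave 2647 and 2193.
With 1 library left out at a time, the counts under CHP ran from 0 to 97 in kidney and from 12 to 92 in gastrocnemius. The means under CHP ran from -0.11 to -0.021 for inflammation in kidney and from -0.22 to -0.076 in gastrocnemius, from 0.031 (without WD + CHP replicate 5) to 0.18 and from -0.19 to -0.13 for lipid metabolism, and from -0.16 to 0.042 and -0.25 to 0.016 for the ERK targets. Under WD they ran from -0.28 to -0.17 for lipid metabolism in kidney, and in gastrocnemius from 0.17 to 0.28 for the Fig. 8B genes, 0.023 to 0.14 for fibrosis and 0.13 to 0.26 for inflammation. Fibrosis under CHP passed in every such fit, from -0.18 to -0.11 in kidney and from -0.27 to -0.15 in gastrocnemius. The Fig. 8B genes under CHP passed in 0 of 10, from -0.10 to -0.019 in kidney and from -0.20 to -0.098 in gastrocnemius.
Of the other comparisons between settings, for the named genes 772 kept their call, 117 weakened, 2 strengthened and 4 turned, and for the Reactome sets 162 kept it, 19 weakened and 11 strengthened.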

Differences from the paper's values

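None of the comparisons in this part rests on a test chosen after the result was seen. The paper's text gives no number for the kidney or gastrocnemius transcriptomes, so only directions can be compared. The gene sets of Fig. S4C were not used here. Whether the different lists explain a difference from the paper was not tested.
The paper states that the ERK cascade is downregulated by CHP outside the liver (Fig. S4C). Here the Fig. 8B genes had mean log2 fold changes of -0.057 in kidney and -0.14 in gastrocnemius, and the ERK targets -0.015 and -0.043, none past an adjusted p of 0.05 by camera (0.364, 0.288, 0.818 and 0.501). Of the settings run, only the gastrocnemius fit without WD + CHP replicate 3 called a fall, for the ERK targets (-0.25, adjusted p 0.0200). With at least 10 counts in every library, set before the data were examined, both kidney means were above 0 (0.016 and 0.0022).
The paper states that inflammation and fibrosis decrease with CHP in both tissues. The 4 list means were below 0, and passed by camera at a preset correlation and by fgsea. They did not pass by fry, where the adjusted p was 0.218 to 0.362, nor by camera with an estimated correlation (0.633). The estimated correlation called no list in any comparison. It missed even lipid metabolism in gastrocnemius under WD, which passed by fry (adjusted p = 0.00723), so by itself it cannot speak against the paper. *Col3a1*, which the paper names as reversed by CHP in liver, was higher under WD + CHP than under WD in gastrocnemius (0.21, standard error 0.20, edgeR adjusted p = 0.708), within its error.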

Other observations

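The test of stromal marker lists in kidney and the fits of marker and kidney injury lists with libraries left out were chosen only after the results were seen.
In each of the 4 comparisons, 1 of the 100 splits of the 10 libraries drawn, the real one, gave as many genes with an adjusted p under 0.05 as reported. The largest numbers in the other splits were 7 for CHP and 54 for WD in kidney and 8 and 5 in gastrocnemius, with a median of 0 in each.
The 18 kidney genes that changed under CHP had a median transcript length of 10832 bases and a GC content of 43.9%, against 3066 bases and 49.4% for all genes tested. Across 12399 genes, the log2 fold change had a Spearman rho of 0.16 with length, which 52 of the 126 splits of the libraries matched, and of -0.36 with GC content, which 7 of 126 matched. After a correction for both, 0 of the 18 genes still passed, which is consistent with a difference in RNA integrity or library preparation between the groups. With the replicate block added to the correction, 14 genes passed, 7 of them among the 18. In gastrocnemius the rho with GC content was 0.33, which 10 of 126 splits matched.
The list differences under CHP argue against that trend as their whole cause, since after the correction the camera adjusted p was 2.98e-05 for fibrosis and 0.0294 for inflammation in kidney and 1.38e-05 and 0.00744 in gastrocnemius. Adipocyte RNA is argued against for kidney fibrosis, which had an adjusted p of 5.89e-05 with the adipocyte covariate, and whose adipocyte score did not differ between WD + CHP and WD (exact permutation p = 0.516). For kidney inflammation (0.0884 with the covariate), gastrocnemius fibrosis (0.549) and gastrocnemius inflammation (0.0256, with the direction turned), adipocyte RNA and an effect of CHP on these lists cannot be told apart, because the covariate leaves the first just outside the threshold and in gastrocnemius follows the groups.
A smaller share of stromal cells in the kidney samples is a candidate explanation for the lower fibrosis list. The 12 endothelium markers, 0 of which are on the fibrosis list, had a mean of -0.16 under CHP with 11 lower (camera, adjusted p = 0.000202), and 4 of 5 WD + CHP libraries scored below all WD libraries (exact permutation p = 0.0159). Of the 12 fibroblast markers, 6 of which are on the fibrosis list, 11 were lower (mean -0.17, camera adjusted p = 0.0112), and of the 13 T cell markers tested 12 were lower (-0.35, camera adjusted p = 0.00139). The fibroblast and T cell scores overlapped between the groups (exact permutation p = 0.0794 and 0.0952, and with z-scored genes 0.0238 and 0.0952). Without WD + CHP replicate 1 the fibroblast mean was -0.11. The values fit a smaller share of these cells, by a test made on the same libraries, and do not exclude lower expression within them. In gastrocnemius the endothelium mean was -0.039 (camera, adjusted p = 0.388).
The effects of CHP in the 2 tissues were compared across the 13943 genes that passed the filter in both. Pearson's r was 0.11 and Spearman's rho 0.019 across genes, which are not independent replicates. Of 100 relabelled sets of libraries, 8 gave an r as large, between -0.20 and 0.18 in all. With at least 10 counts in every library r was 0.091, and 19 of 100 were as large. A correlation of this size may thus come from the pairing of libraries by chance.
Of the 1652 kidney genes changed by the WD, 73.2% had the opposite sign under CHP, and of the 1330 gastrocnemius genes 74.4%. Both comparisons share the WD libraries, and in 100 simulations of an inactive treatment the share was 65.8% to 70.8% in kidney and 63.6% to 71.3% in gastrocnemius. The correlation of the effects across genes was -0.42 and -0.43, against -0.30 to -0.24 and -0.29 to -0.23 in the simulations. In the simulations the shared libraries alone gave most of the opposite signs. The simulated correlations spread little, whereas relabelled real libraries moved a correlation between the tissues from -0.20 to 0.18. The excess over the simulations therefore cannot tell an effect of CHP from genes that vary together between mice. Of the genes called in both comparisons, 2 in kidney and 41 in gastrocnemius, all had opposite signs. The shared WD libraries favour opposite signs among such genes, and this count was not compared with the simulations, so it decides nothing. The 2 tissues' reversals are a hypothesis for an effect of CHP on genes changed by the WD, found and tested on the same libraries.
Lipid metabolism genes rose in kidney under CHP (mean log2 fold change 0.11, camera adjusted p = 0.0416, 0 past the threshold over all genes, 11 at an unadjusted p under 0.05 and 4 adjusted over the list alone, *Angptl4*, *Lpl*, *Acaca* and *Gpam*) and fell in gastrocnemius (-0.17, 0.0200), where *Adipoq*, *Cidec*, *Plin1* and *Scd1*, all on the adipocyte list, passed over all genes and adjusted over the list alone. The kidney call passed in 5 of 10 fits that each left out 1 library, and without WD + CHP replicate 5 the mean was 0.031. The gastrocnemius call passed in 7 of 10. It was lost without WD replicate 1 (-0.15, camera adjusted p = 0.0778), WD replicate 3 (-0.13, 0.210) or WD + CHP replicate 1 (-0.15, 0.0580). By score the exact permutation p was 0.238 in kidney and 0.0159 in gastrocnemius (0.381 and 0.0952 adjusted over 24 tests). Reactome's fatty acid, triacylglycerol and ketone body metabolism had a kidney mean of -0.027 under CHP (camera adjusted p = 0.346). In WD vs. CD the lipid metabolism means were -0.22 in kidney (camera adjusted p = 0.0200) and 0.35 in gastrocnemius (9.52e-08). With 1 library left out at a time, that kidney call passed in 8 of 10 fits and that gastrocnemius call in 10. The kidney one was lost without CD replicate 1 (camera adjusted p = 0.0655) or WD replicate 4 (0.0516). Oxidative stress and apoptosis genes did not pass under CHP in kidney (-0.021, 0.697) or gastrocnemius (-0.055, 0.697), nor under WD (0.021 and 0.061, 0.697 and 0.305). Reactome's respiratory electron transport passed under CHP in gastrocnemius (camera adjusted p = 0.00448), with a mean of only -0.0023 and 35 of 75 genes lower. In kidney it did not (0.012, camera adjusted p = 0.845). Under WD its means were 0.13 in kidney (camera adjusted p = 1.41e-11) and 0.21 in gastrocnemius (3.38e-05).
The paper reports kidney injury by the urine albumin-to-creatinine ratio (Fig. S4B), which was not analysed here. In the kidney libraries, 12 of 13 kidney injury genes were higher under WD than CD (mean 0.23, camera adjusted p = 0.0904), and 8 of 13 were lower under WD + CHP than WD (mean -0.22, camera adjusted p = 0.378). None of them passed as a single gene under CHP, with 3 at an unadjusted p under 0.05. The size of both means rests on WD replicate 5, whose score was 0.64 against -0.15 to -0.027 in the other WD kidneys. Without it the mean under WD was -0.033, with 10 of 13 higher, and the mean under CHP 0.046, with 8 of 13 higher. The list scores had an exact permutation p of 0.643 under WD and 0.603 under CHP, and with z-scored genes, which weigh all genes alike, 0.0159 and 0.278. As single genes under WD, *Clu* (0.23, standard error 0.058, edgeR adjusted p = 0.0183) and *Tnfrsf12a* (0.45, standard error 0.11, edgeR adjusted p = 0.0185), named after their values were seen, passed over all genes, and 6 passed adjusted over the list alone, 5 of them higher.
Under the WD, the largest kidney changes were those of *Cyp27b1* (2.49), *Nat8f5* (2.33), *Ccnd1* (1.56), *Slc22a7* (-2.53), *Ces1g* (-2.13) and *Pdk4* (-2.10), and in gastrocnemius *Lep* (3.96), *Chrna2* (2.48), *Rab15* (2.26), *Htra4* (-1.71), *Cfd* (-1.59) and *Pfkfb3* (-1.39), as log2 fold changes with edgeR adjusted p of 2.09e-05 to 0.00204 in kidney and 9.64e-06 to 0.00200 in gastrocnemius. *Nat8f5* and *Ces1g* belong to families of close paralogs, whose reads the counting could have split. Of the genes the paper names, *Acta2* (0.39, standard error 0.11, edgeR adjusted p = 0.0308) and *Fn1* (0.58, standard error 0.14, edgeR adjusted p = 0.0159) rose in kidney under WD, and *Cidea* (2.12, standard error 0.31, edgeR adjusted p = 0.000572) and *Acta2* (0.59, standard error 0.11, edgeR adjusted p = 0.00315) in gastrocnemius. With 1 library left out at a time, kidney *Acta2* passed in 2 of 10 fits, without CD replicate 4 or WD replicate 4, with an adjusted p of up to 0.0723 in the rest, and the other 3 in 10 of 10. T cell and B cell markers were higher in kidney under WD (0.52 and 0.84, camera adjusted p = 0.000803 and 0.00688). Slow fibre markers were higher in 10 of 10 genes in gastrocnemius under WD (0.63, camera adjusted p = 0.00688), and 15 of 15 macrophage markers were lower there under CHP (-0.32, camera adjusted p = 0.00125). The scores of both lists overlapped between the groups (exact permutation test, p = 0.119 and 0.135), the slow fibre mean was 0.33 without WD replicate 2, and the macrophage mean was -0.50 without WD + CHP replicate 2 and -0.22 without WD + CHP replicate 4. For the T cell and B cell scores the exact permutation p was 0.0159 and 0.0238.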
